# Cell shape sensing licenses dendritic cells for homeostatic migration to lymph nodes

**DOI:** 10.1038/s41590-024-01856-3

**Published:** 2024-06-04

**Authors:** Zahraa Alraies, Claudia A. Rivera, Maria-Graciela Delgado, Doriane Sanséau, Mathieu Maurin, Roberto Amadio, Giulia Maria Piperno, Garett Dunsmore, Aline Yatim, Livia Lacerda Mariano, Anna Kniazeva, Vincent Calmettes, Pablo J. Sáez, Alice Williart, Henri Popard, Matthieu Gratia, Olivier Lamiable, Aurélie Moreau, Zoé Fusilier, Lou Crestey, Benoit Albaud, Patricia Legoix, Anne S. Dejean, Anne-Louise Le Dorze, Hideki Nakano, Donald N. Cook, Toby Lawrence, Nicolas Manel, Federica Benvenuti, Florent Ginhoux, Hélène D. Moreau, Guilherme P. F. Nader, Matthieu Piel, Ana-Maria Lennon-Duménil

**Keywords:** Conventional dendritic cells, Chemotaxis, Chemokines

## Abstract

Immune cells experience large cell shape changes during environmental patrolling because of the physical constraints that they encounter while migrating through tissues. These cells can adapt to such deformation events using dedicated shape-sensing pathways. However, how shape sensing affects immune cell function is mostly unknown. Here, we identify a shape-sensing mechanism that increases the expression of the chemokine receptor CCR7 and guides dendritic cell migration from peripheral tissues to lymph nodes at steady state. This mechanism relies on the lipid metabolism enzyme cPLA_2_, requires nuclear envelope tensioning and is finely tuned by the ARP2/3 actin nucleation complex. We also show that this shape-sensing axis reprograms dendritic cell transcription by activating an IKKβ–NF-κB-dependent pathway known to control their tolerogenic potential. These results indicate that cell shape changes experienced by immune cells can define their migratory behavior and immunoregulatory properties and reveal a contribution of the physical properties of tissues to adaptive immunity.

## Abstract (web summary)

Dendritic cells experience cell shape changes while migrating within the complex physical environment of tissues. Sensing of these shape changes modifies their migratory properties and imprints these cells with immunoregulatory properties.

## Main

The success of immune responses largely relies on the motility of immune cells that constantly circulate between peripheral tissues and/or lymphoid organs. To migrate, these cells must exert forces on the environment, which in most cases is achieved through the dynamic reorganization of their actomyosin cytoskeleton in response to external signals^1^. In addition, to reach a particular destination, cells sense biochemical and/or physical cues that guide them through the complex environment of tissues and vessels^2^. Among them, chemokines, which can form gradients recognized by specific cell-surface receptors, are known to play a prominent role^3^. It is well known that various types of biochemical signals can switch on the expression of these receptors. However, whether chemokine receptor expression responds to the physical stimuli encountered by migrating immune cells is unclear. A chemokine receptor that has attracted a lot of attention is CCR7, which recognizes gradients of CCL19 and CCL21 chemokines^4,5^. CCR7 is required for the migration of distinct types of immune cells to lymph nodes, including dendritic cells (DCs). Once in lymph nodes, DCs present antigens collected in their tissue of residency to T cells^6,7^. Antigen presentation has two distinct outcomes^8^. It leads to T cell activation when DCs present antigens from a tissue that is inflamed because of infection or tumor growth. Alternatively, it can inactivate self-reactive T cells, a process referred to as ‘peripheral immune tolerance’, which limits autoimmune reactions at steady state^7,9,10^. Interestingly, a population of CCR7^+^ DCs was recently described as residing within tumors^11,12^; it remains unclear whether these cells trigger tolerogenic or antitumoral responses. Regulation of CCR7 expression might thus be critical to define the balance between tolerance and immunity at steady state or during infection and cancer. The main inducers of CCR7 expression identified so far are microbial components and endogenous inflammatory mediators^4,13,14^. Interestingly, seminal studies from the Mellman group have shown that mechanical disruption of cell–cell junctions can also induce the expression of CCR7 in DCs^15^. However, whether this phenomenon contributes to DC migration to lymph nodes remains an open question, as it is unclear whether DCs form such junctions within peripheral tissues. Nonetheless, these results suggest that the physical signals to which DCs are exposed while patrolling peripheral tissues might modify the capacity of DCs to express CCR7 and migrate to lymph nodes in the absence of tissue inflammation^15–17^.

In tissues, a major physical signal experienced by motile cells results from the shape changes and deformation of internal organelles imposed by the physical constraints that they experience. We and others have shown that immune cells can adapt and respond to large shape changes when spontaneously migrating through peripheral tissues or dense tumors^18–20^. Such shape changes lead to nuclear deformation events that can activate the lipid metabolism enzyme cytosolic phospholipase 2 (cPLA_2_), a sensor of nuclear envelope stretching^21–23^. Once activated, cPLA_2_ uses phospholipids from the nuclear membrane to produce arachidonic acid (AA) that can be converted into leukotriens and prostaglandins^24,25^. AA production by cPLA_2_ also enhances actomyosin contractility, allowing cells that are physically trapped within a dense tissue to release themselves and keep moving forward^21,23^. Whether cPLA_2_ activation has any impact on the transcriptional activity of immune cells is unknown.

Here, we subjected DCs to distinct deformation events of amplitudes that fall within the range of shape changes that they experience in vivo. We identified a precise deformation amplitude at which DCs turn on an ARP2/3–cPLA_2_–NF-κB-dependent shape-sensing mechanism. Activation of this pathway leads to CCR7 upregulation, controls steady-state DC migration to lymph nodes and further reprograms transcription in a different way than microbial sensing. Hence, DCs use the cytoskeleton–lipid metabolism interplay to respond to environmental physical constraints that imprint them with specific immunoregulatory properties.

## Results

### DC motility and CCR7 expression are co-regulated after shape changes

To migrate to lymph nodes, DCs must express the CCR7 chemokine receptor and enhance their intrinsic motility. We have previously observed that confinement-induced stretching of the nuclear envelope increases DC motility by promoting actomyosin contractility in a cPLA_2_-dependent manner^21^. We hypothesized that such shape change might further trigger CCR7 expression, thereby endowing DCs with the full capacity to reach their next destination. To test this hypothesis, we manipulated the shape of DCs in a controlled manner using a cell-confining device^26^. To define the confinement heights to be used, we imaged DCs patrolling the dermis of mouse ear explants by two-photon microscopy. Timelapse movies showed that DCs expressing yellow fluorescent protein-tagged CD11c (CD11c–YFP) exhibited a minimal cell diameter of, on average, ∼2–4 µm and a maximal cell diameter of ∼6–10 µm while sampling the skin (Fig. 1a and Supplementary Video 1). We further observed that DCs spent ∼35% of their time displaying diameters between ∼2 and 4 µm and spent ∼50% of their time at diameters of >4 µm (Fig. 1a). These results were in good agreement with data previously obtained by measuring the minimal diameters of the nuclei of bone marrow-derived DCs transferred into epidermal ear sheets^19^. This prompted us choosing confinement heights of 2, 3 and 4 μm to monitor CCR7 expression in DCs experiencing cell shape changes (Fig. 1b). As a cell model, we used unstimulated bone marrow-derived DCs (immature DCs), which express low levels of CCR7 in culture^27,28^, similar to DCs patrolling peripheral tissues^29^. Of note, tissue-resident DCs could not be used for our purpose as they spontaneously upregulate CCR7 expression after tissue disruption. Bone marrow was obtained from a mouse model where a reporter gene encoding green fluorescent protein (GFP)-tagged CCR7 (CCR7–GFP) was knocked in to evaluate the dynamics of CCR7 expression in deformed DCs^30^. Strikingly, fluorescence quantification showed that although GFP expression increased in DCs confined at a height of 3 µm for 4–6 h (Extended Data Fig. 1a), it was not substantially modified in cells confined at heights of 2 or 4 µm (Fig. 1c and Supplementary Video 2). GFP upregulation did not result from cell death, which was low at all confinement heights (<8% of dead cells; Extended Data Fig. 1b). A similar sensitivity window was observed when monitoring the migration speed of confined DCs, which increased at a confinement height of 3 µm but not at heights of 2 or 4 µm (Fig. 1d). These experiments indicate that both CCR7 expression and cell motility respond to precise cell shape changes, suggesting that these events might be mechanistically coupled.

**Fig. 1:**
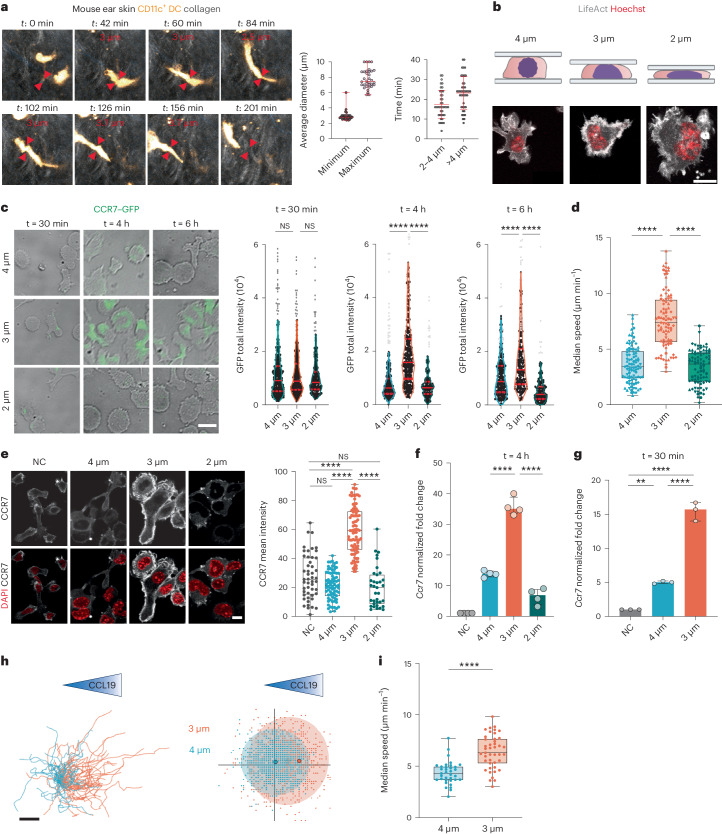
CCR7 upregulation in immature DCs is shape sensitive. **a**, Left, migrating CD11c^+^ DCs in an ear explant. Arrows highlight cell deformation events. Center, minimum to maximum range of median cell diameter (*n* = 34 cells). Right, average time spent by each cell at their minimum diameter (mean ± s.d.; *n* = 43 cells). **b**, Top, schematic of cells under confinement (created with BioRender.com). Bottom, representative images of live DCs expressing LifeAct–GFP (gray) and DNA (red); scale bar, 10 µm. **c**, Left, representative images of CCR7–GFP-expressing DCs; scale bar, 10 µm. Right, violin plot (median and quartiles) of total GFP intensity. Outliers were calculated using a ROUT test (*Q* = 1%) represented in gray (*N* = 4 independent experiments; left, *n* = 348 cells in 4 µm, *n* = 314 cells in 3 µm, *n* = 211 cells in 2 µm; middle, *n* = 201 cells in 4 µm, *n* = 206 cells in 3 µm, *n* = 176 cells in 2 µm; right, *n* = 215 cells in 4 µm, *n* = 187 cells in 3 µm, *n* = 180 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; NS, not significant (*P* > 0.999). **d**, Box plot with minimum to maximum range of median speed (*N* = 4 independent experiments; *n* = 96 cells in 4 µm, *n* = 89 cells in 3 µm, *n* = 85 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **e**, Left, representative images of DCs showing CCR7 expression (gray) and nuclei (red). A maximum *z* projection is shown; scale bar, 10 µm. Right, box plot with minimum to maximum range (*N* = 2 independent experiments; *n* = 49 nonconfined cells, *n* = 74 cells in 4 µm, *n* = 89 cells in 3 µm, *n* = 35 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; NS, *P* > 0.999; NC, nonconfined. **f**, Expression of *Ccr7*. Data are shown as mean ± s.d. (*N* = 4 independent experiments). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **g**, Expression of *Ccr7* after 30 min of confinement. Data are shown as mean ± s.d. (*N* = 3 independent experiments). Data were analyzed by Kruskal–Wallis test; **P = 0.0021; ****P < 0.0001. **h**, Left, cell trajectories; scale bar, 100 µm. Middle, representation of cell step. Data are representative of two independent experiments (*n* = 33 cells in 4 µm; *n* = 43 cells in 3 µm). **i**, Box plot with minimum to maximum range of mean speed. Data were analyzed by one-way Mann–Whitney test; ****P < 0,0001. Data are representative of two independent experiments (*n* = 33 cells in 4 µm; *n* = 43 cells in 3 µm). Source data

We confirmed these results when analyzing endogenous CCR7 expression by real-time quantitative PCR with reverse transcription (RT–qPCR) and immunofluorescence. Only immature DCs confined at a height of 3 μm exhibited a significant increase in CCR7 expression at both mRNA and protein levels (Fig. 1e,f). The specificity of the antibody to CCR7 was verified using *Ccr7*-knockout DCs (Extended Data Fig. 1c). *Ccr7* mRNA expression was also induced when cells were confined for 30 min, collected and analyzed 4 h later (Fig. 1g), suggesting that a 30-min deformation at a height of 3 μm was sufficient to upregulate *Ccr7* expression in DCs. Of note, CCR7 expressed at the surface of DCs confined at a height of 3 µm was fully functional; only these cells exhibited chemotaxis when CCL19 was added at one side of the confinement device (Fig. 1h,i). Together, these results show that confinement of immature DCs at a height of 3 μm, but not at 2 or 4 μm, upregulates CCR7 expression and endows these cells with the ability to perform chemotaxis and enhances their intrinsic motility. DC confinement at a height of 4 μm was thus chosen as the negative-control condition for all following experiments.

### CCR7 upregulation after shape sensing relies on cPLA_2_ activity

We found that both CCR7 expression and DC motility were induced at the same confinement height (3 μm), suggesting that these processes might be controlled by common mechanisms. We thus investigated whether CCR7 upregulation involves cPLA_2_, as we had previously shown that this lipid metabolism enzyme enhances cell motility in response to nuclear deformation^21,23^. Inhibiting the enzymatic activity of cPLA_2_ by treatment with the drug AACOCF3 prevented the upregulation of CCR7–GFP expression in DCs confined at a height of 3 µm (Fig. 2a). Similar results were observed in *Pla2g4a-*knockdown DCs, which further exhibited decreased cell motility (Fig. 2b and Extended Data Fig. 2a,b). To strengthen these results, we generated conditional knockout mice for the *Pla2g4a* gene (*Pla2g4a*^fl/fl^ crossed with *Itgax-cre* (Cd11c-cre) transgenic animals to obtain *Pla2g4a*-knockout (cPLA_2_^KO^) DCs). These cells did not upregulate CCR7 expression nor increase their motility after confinement at a height of 3 µm (Fig. 2c,d). By contrast, *Pla2g4a* knockdown or knockout did not prevent *Ccr7* upregulation in response to treatment with the microbial compound lipopolysaccharide (LPS; Extended Data Fig. 2c,d). These results indicate that cPLA_2_ is specifically required for CCR7 expression induced by cell shape changes rather than being generally involved in the transcriptional regulation of the *Ccr7* gene. We conclude that upregulation of both cell motility and CCR7 expression in DCs confined at a height of 3 µm relies on the activity of the cPLA_2_ enzyme.

**Fig. 2:**
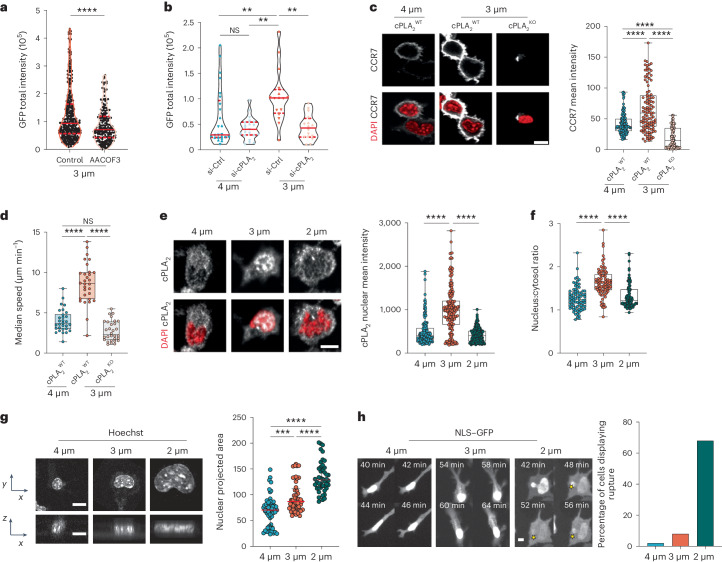
CCR7 upregulation in response to shape sensing depends on cPLA_2_ and an intact nuclear envelope. **a**, GFP intensity in DCs treated with the cPLA_2_ inhibitor AACOF3 (25 µM) or control. The violin plot shows median values and quartiles (*N* = 3, *n* = 348 cells in the 3-µm control, *n* = 225 cells treated with AACOF3). Data were analyzed by one-way Mann–Whitney test; ****P < 0.0001. **b**, Expression of CCR7–GFP in *Pla2g4a*-knockdown (si-cPLA_2_) and control (si-Ctrl) DCs. The violin plot shows median values and quartiles (*N* = 2, *n* = 25 cells in si-Ctrl at 4 µm (80% of cells), *n* = 21 cells in si-cPLA_2_ at 4 µm (75% of cells), *n* = 16 cells in si-Ctrl at 3 µm (75% of cells), *n* = 16 cells in si-cPLA_2_ at 3 µm (76% of cells)). Data were analyzed by one-way analysis of variance (ANOVA) with a Kruskal–Wallis multiple comparison analysis; **P = 0.0059; **P = 0.0039. **c**, Left, representative images of cPLA_2_^WT^ and cPLA_2_^KO^ DCs. CCR7 is in gray, and nuclei are in red; scale bar, 10 µm. Right, box plot with minimum to maximum range of CCR7 intensity (*N* = 3, *n* = 114 cells in cPLA_2_^WT^ at 4 µm, *n* = 105 cells in cPLA_2_^WT^ at 3 µm, *n* = 86 cells in cPLA_2_^KO^ at 3 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **d**, Box plot showing the minimum to maximum range of median speed of cPLA_2_^WT^ and cPLA_2_^KO^ DCs (*N* = 2, *n* = 30 cells in all positions). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; NS, *P* > 0.999. **e**, Left, representative images of confined DCs. cPLA_2_ is in gray, and nuclei are in red; scale bar, 10 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 3, *n* = 165 cells in 4 µm, *n* = 178 cells in 3 µm, *n* = 230 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **f**, Nucleus-to-cytosolic ratio of cPLA_2_ expression. The box plot shows the minimum to maximum range (*N* = 3, *n* = 165 cells in 4 µm, *n* = 178 cells in 3 µm, *n* = 230 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **g**, Left, projection of cell nuclei; scale bar, 10 µm. Right, box plot showing the median and interquartile range of the nucleus area (*N* = 3, *n* = 55 cells in 4 µm, *n* = 49 cells in 3 µm, *n* = 44 cells in 2 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; ***P < 0.0006. **h**, Left, images of DCs transduced with NLS–GFP. Yellow stars indicate nuclear envelope rupture. Right, percentage of DCs displaying rupture events (*n* = median of 3 independent experiments). Source data

Consistently, we observed that cPLA_2_ accumulated in the nucleus of DCs confined at a height of 3 µm, but not at 2 or 4 µm (Fig. 2e,f). cPLA_2_ is known to translocate to the nucleus^31^ and associate with the inner nuclear membrane after activation^22^. Analysis of nuclear shape showed that DCs confined at heights of both 3 and 2 μm gradually increased the nucleus projected area (Fig. 2g), consistent with the nuclei being more deformed than the nuclei of cells confined at 4 µm. These results show that cPLA_2_ does not accumulate in the nuclei of DCs confined at a height of 2 µm despite their nucleus being extensively stretched. This finding prompted us to hypothesize that confinement at a height of 2 µm might compromise nuclear accumulation of cPLA_2_ due to loss of nuclear envelope integrity. To test this hypothesis, we transduced DCs with a lentiviral construct expressing nuclear localization signal (NLS)-tagged GFP (NLS–GFP). We observed that most NLS–GFP-expressing DCs confined at a height of 2 µm underwent nuclear envelope rupture followed by repair events, as evidenced by the transient leakage of NLS–GFP signal into the cytoplasm (Fig. 2h and Supplementary Video 3). Nuclear envelope rupture was less frequently observed in DCs confined at a height of 3 or 4 µm (Fig. 2h). Of note, DCs confined at a height of 2 µm did not display any additional sign of damage and were able to upregulate *Ccr7* expression after treatment with microbial LPS (Extended Data Fig. 2e). Together, these results show that coordinated upregulation of DC motility and CCR7 expression relies on nuclear accumulation of cPLA_2_, which requires an intact nuclear envelope, and point to DCs being equipped with an extremely accurate machinery to detect precise levels of cell shape changes.

### ARP2/3 activity defines the cPLA_2_ activation threshold after shape sensing

We next asked whether nuclear translocation and activation of cPLA_2_ resulted from passive stretching of the DC nucleus after confinement or instead required an active cellular response. A good candidate for driving such a response was ARP2/3, as this complex has been shown to nucleate distinct types of actin structures in the perinuclear area of DCs undergoing nucleus deformation^18,32^. Live imaging analysis of LifeAct–GFP distribution in DCs as soon as they were confined at a height of 3 µm indeed revealed a cloud of perinuclear F-actin present in ∼45% of cells compared to ∼10% of cells under control conditions (Fig. 3a). Of note, this actin cloud was only observed when cells were fixed under confinement and was positioned on top or on either side of the nucleus (Fig. 3a and Extended Data Fig. 3a,b). Treatment of DCs with CK666, which inhibits ARP2/3 activity, led to the disappearance of this actin structure (Fig. 3a, Supplementary Video 4 and Extended Data Fig. 3a), suggesting that ARP2/3 activity is needed for its formation. This result was confirmed using a color-coded *z* projection to analyze imaged cells. In DCs confined at a height of 3 μm, most actin was found in a cloud located on the top of nuclei (Fig. 3b).

**Fig. 3:**
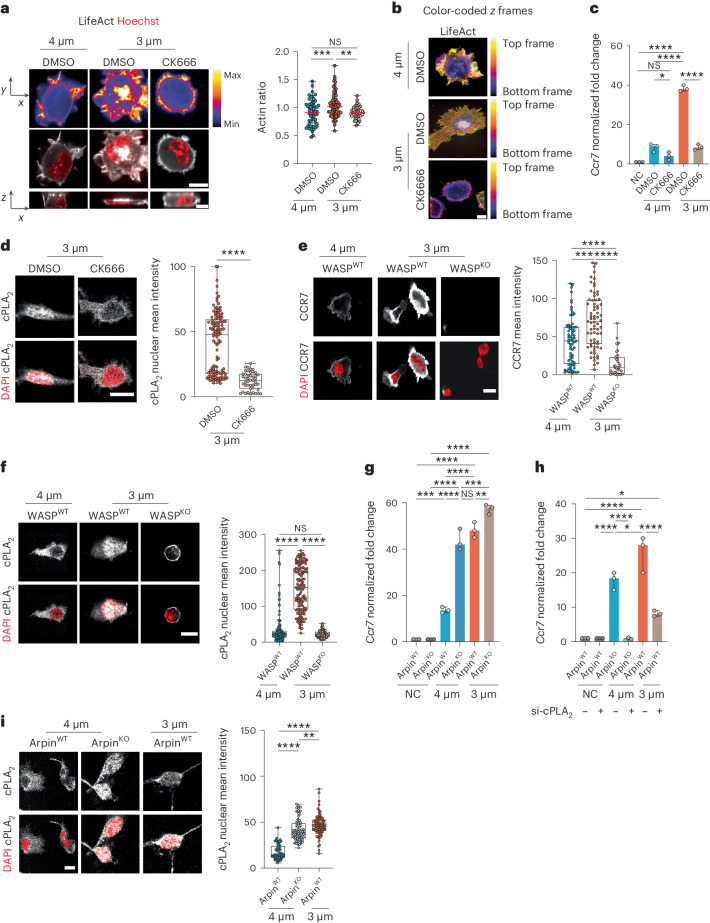
ARP2/3 activity tunes the sensitivity of the cPLA2-dependent shape-sensing DC response. **a**, Top, representative images of LifeAct–GFP DCs treated with CK666 (30 µM) or untreated. Middle, images of LifeAct–GFP (gray) and nuclei (red); scale bar 10 µm. Bottom, single resliced image; scale bar, 20 µm. Right, median with range of LifeAct nucleus-to-cytosol ratio (*N* = 3; *n* = 55 cells in 4 µm (DMSO), *n* = 70 cells in 3 µm (DMSO), *n* = 42 cells in 3 µm (CK666)). Data were analyzed by ordinary one-way ANOVA; ***P = 0.0007; **P = 0.0016. **b**, Color-coded *z* frames of untreated LifeAct DCs and cells treated with 30 µM CK666. **c**, Expression of *Ccr7* (mean ± s.d.; *N* = 3). Data were analyzed by ordinary one-way ANOVA; ****P < 0.0001; *P = 0.0465; NS, *P* > 0.999. **d**, Left, representative images of DCs treated with 30 µM CK666 or untreated cells. cPLA_2_ is in gray, and nuclei are in red; scale bar, 10 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 2; *n* = 121 cells in DMSO (3 µm), *n* = 64 cells in CK666 (3 µm)). Data were analyzed by one-way Mann–Whitney test; ****P < 0.0001. **e**, Left, representative images of WASp^WT^/WASp^KO^ DCs. CCR7 is in gray, and nuclei are in red; scale bar, 10 µm. Right, box plot showing the minimum to maximum range of CCR7 intensity (*N* = 2; *n* = 70 cells in WASp^WT^ at 4 µm, *n* = 70 cells in WASp^WT^ at 3 µm, *n* = 38 cells in WASp^KO^ at 3 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; ***P < 0.0002. **f**, Left, representative images of WASp^WT^/WASp^KO^ DCs. cPLA_2_ is in gray, and the nuclei are in red; scale bar, 10 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 3; *n* = 150 cells in WASp^WT^ at 4 µm, *n* = 145 cells in WASp^WT^ at 3 µm, *n* = 149 cells in WASp^KO^ at 3 µm). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **g**, Expression of *Ccr7* in Arpin^WT^/Arpin^KO^ DCs. Data are shown as mean ± s.d. (*N* = 3) and were analyzed by ordinary one-way ANOVA; ****P < 0.0001; ***P = 0.0002; **P = 0.0015; NS, *P* > 0.999. **h**, Expression of *Ccr7* in Arpin^WT^/Arpin^KO^ DCs (*N* = 3). Data were analyzed by ordinary one-way ANOVA; ****P < 0.0001; *P = 0.0134. **i**, Left, representative images of Arpin^WT^/Arpin^KO^ DCs. cPLA_2_ is in gray, and nuclei are in red; scale bar, 10 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 2; *n* = 59 cells in Arpin^WT^ at 4 µm, *n* = 87 cells in Arpin^KO^ at 4 µm, *n* = 75 cells in Arpin^WT^ at 3 µm). Data were analyzed by ordinary one-way ANOVA; ****P < 0.0001; **P = 0.0043. Source data

We found that CK666 impaired the upregulation of *Ccr7* expression and the nuclear accumulation of cPLA_2_ after confinement at a height of 3 µm (Fig. 3c,d). As observed for cPLA_2_, ARP2/3 inhibition had no effect on LPS-induced CCR7 upregulation (Extended Data Fig. 3c). Consistent with these results, we further found that DCs lacking Wiscott–Aldrich syndrome protein (WASp; encoded by the gene *Was*), which was recently shown to activate ARP2/3 in the DC perinuclear area^33^, behaved similar to cells treated with CK666; they did not upregulate CCR7 expression nor show cPLA_2_ nuclear translocation after confinement at a height of 3 µm (Fig. 3e,f). Of note, *Was*-knockout (WASp^KO^) DCs exhibited a round morphology, consistent with previous reports by others^34^ (Supplementary Video 5). Together, these results suggest that the response of DCs to shape changes requires WASp and ARP2/3 activity to allow nuclear accumulation of cPLA_2_ and subsequent upregulation of CCR7 expression.

To strengthen these findings, we assessed the response of DCs lacking the ARP2/3 inhibitor Arpin (*Arpin*^fl/fl^ × *Itgax*-*cre*), which exhibit enhanced ARP2/3 activity^35^. Remarkably, we found that *Arpin*-knockout (Arpin^KO^) immature DCs displayed an increased sensitivity to cell shape changes as they upregulated *Ccr7* when confined at a height of 4 µm instead of 3 µm (Fig. 3g) in a cPLA_2_-dependent manner (Fig. 3h). Accordingly, Arpin^KO^ cells confined at 4 µm also exhibited cPLA_2_ nuclear translocation (Fig. 3i). We conclude that the activity of ARP2/3 determines the sensitivity of DCs to confinement, defining a threshold for cPLA_2_ nuclear accumulation and induction of CCR7 expression in response to cell shape changes. These results are consistent with DCs being equipped with a sensory mechanism that finely tunes their response to shape changes.

### ARP2/3 triggers cPLA_2_ activation via nuclear envelope tensioning

To investigate the molecular basis of this mechanism, we analyzed whether ARP2/3 controls the folding and tension of the nuclear envelope, as we previously showed that these were critical for confinement-induced cPLA_2_ activation in HeLa cells^21^. Staining of the nuclear envelope using the lamina-associated polypeptide 2 (LAP2) marker showed that it was less folded in DCs confined at 3 µm than in DCs confined at 4 µm (Fig. 4a). Noticeably, this difference was abrogated when treating DCs with CK666. Quantification of nuclear envelope folding by measuring the excess of the nuclear envelope perimeter (EOP_NE_) showed that EOP_NE_ was significantly lower in DCs confined at 3 µm and increased after inhibition of ARP2/3 (Fig. 4b).These results suggest that branched actin nucleation is required for confinement-induced unfolding of the nuclear envelope. This finding was further confirmed when analyzing the elliptic Fourier decomposition (EFC) ratio of the nuclear envelope, which compares the relative contribution of the first-order ellipse (perfect and smooth) to the contribution of subsequent-order ellipses required to fit shape irregularities. Indeed, CK666 treatment of DCs confined at a height of 3 µm decreased the EFC ratio, indicating that the nuclear envelope of ARP2/3-inhibited DCs exhibits a more irregular shape than that in untreated confined DCs (Fig. 4c). Collectively, these data strongly suggest that ARP2/3-dependent actin nucleation is needed to unfold the nuclear envelope of DCs in response to cell shape changes.

**Fig. 4:**
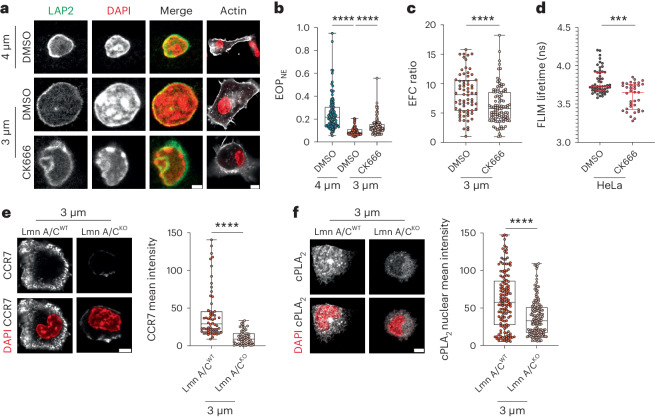
ARP2/3 activity mediates DC shape sensing by unfolding the nuclear envelope and increasing its tension. **a**, Representative images of DCs treated with 30 µM CK666 or untreated. LAP2 and DAPI are in gray on the left. Merged images of DAPI (red) and LAP2 (green) and of DAPI (red) and phalloidin (gray) are shown on the right; scale bars, 2 µm (left merge) and 10 µm (right merge). Images are representative of *N* = 2 samples. **b**, EOP_NE_ of confined DCs treated with 30 µM CK666 or untreated DCs. Box plots show the minimum to maximum range (*N* = 3; *n* = 100 cells in 4 µm (DMSO), *n* = 93 cells in 3 µm (DMSO), *n* = 97 cells in 3 µm (CK666)). Data were analyzed by ordinary one-way ANOVA; ****P < 0.0001. **c**, EFC of confined DCs treated with 30 µM CK666 or untreated DCs. Box plots show the minimum to maximum range (*N* = 3; *n* = 68 cells in 3 µm (DMSO), *n* = 97 cells in 3 µm (CK666)). Data were analyzed by one-way Mann–Whitney test; ****P < 0.0001. **d**, Nuclear envelope tension sensor FLIM measurements in HeLa cells after treatment with 30 µM CK666. Data are shown as median values with the interquartile range (*N* = 3; *n* = 53 cells (control), *n* = 47 cells (CK666)). Data were analyzed by one-way Mann–Whitney test; ***P < 0.0001. **e**, Left, representative images of DCs from LmnA/C^WT^ and LmnA/C^KO^ DCs. CCR7 is in gray, and the nuclei are in red; scale bar, 5 µm. Right, box plots showing the minimum to maximum range of CCR7 intensity (*N* = 3; *n* = 54 cells (LmnA/C^WT^), *n* = 60 cells (LmnA/C^KO^)). Data were analyzed by ordinary one-way ANOVA; ****P < 0.0001. **f**, Left, representative images of DCs from LmnA/C^WT^ and LmnA/C^KO^ DCs. cPLA_2_ is in gray, and the nuclei are in red; scale bar, 5 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 3; *n* = 141 cells (LmnA/C^WT^), *n* = 144 cells (LmnA/C^KO^)). Data were analyzed by unpaired *t*-test with a Welch’s correction; ****P < 0.0001. Source data

Nuclear envelope tension can be measured using a membrane tension sensor targeted to the endoplasmic reticulum (ER) membrane (ER Flipper-TR) detected by fluorescence lifetime imaging (FLIM)^36,37^. Unfortunately, DCs failed to take up this sensor probe. We therefore turned to HeLa cells, which were initially used to show that increasing nuclear envelope tension led to cPLA_2_ activation^22^. Remarkably, we observed that treating HeLa cells with CK666 diminished nuclear envelope tension, as shown by a decreased lifetime of FLIM signal (Fig. 4d). To provide further evidence of nuclear envelope tension being needed for cPLA_2_ activation in DCs, we used DCs lacking lamin A/C (*Lmna*-knockout (LmnA/C^KO^) cells), which cannot build up nuclear envelope tension in response to deformation^21,38^. We found that LmnA/C^KO^ DCs did not upregulate CCR7 expression nor translocate cPLA_2_ into the nucleus when confined at a height of 3 µm (Fig. 4e,f). These results highlight that ARP2/3 facilitates unfolding and tensioning of the nuclear envelope in response to cell shape sensing in DCs, thereby tuning cPLA_2_ activation.

### Shape sensing tunes steady-state migration of DCs to lymph nodes

So far, we have shown that WASp–ARP2/3-dependent actin remodeling in response to shape changes defines the activation threshold of cPLA_2_ and the capacity of DCs to upregulate the two processes required for migration to lymph nodes, specifically cell motility and CCR7 expression. These data strongly suggest that (1) WASp–ARP2/3-dependent cPLA_2_ activation in response to cell shape changes might license DCs for migration to lymph nodes in the absence of inflammation, and (2) by restraining the activation of this shape-sensing pathway, Arpin might act as a negative regulator of this process in vivo. Such a regulatory mechanism could limit the number of DCs that acquire CCR7 expression and migrate to lymph nodes as a result of shape sensing during environment patrolling, thereby increasing their time of tissue residency.

To assess the physiological relevance of shape sensing by ARP2/3 and cPLA_2_, we evaluated whether cPLA_2_, WASp and Arpin deficiencies altered the number of migratory DCs present in skin-draining lymph nodes at steady state by flow cytometry. Conventional skin DCs can be divided into the following two main subtypes based on surface marker expression: type 1 conventional DCs (cDC1s) and type 2 conventional DCs (cDC2s)^39^. Although both populations can migrate from the skin to the lymph nodes, the migration rates of cDC2s have been found to be more elevated than the migration rates of cDC1s at steady state^39^. Strikingly, we observed that the numbers of migratory cDC2s found in inguinal lymph nodes were significantly decreased in WASp^KO^ and cPLA_2_^KO^ mice (Fig. 5a–d). No such difference was detected for migratory cDC1s, which, as expected from prior findings, were less represented in these secondary lymphoid organs under homeostatic conditions. Conversely, Arpin^KO^ mice displayed enhanced numbers of migratory cDC2s in lymph nodes compared to their wild-type counterparts (Fig. 5e). Of note, analysis of DC numbers in the skin of these animals showed no significant difference (Extended Data Fig. 4a–d), excluding the possibility that the differences observed in lymph node cDC2 numbers could result from altered cDC2 development and/or survival in the skin of WASp^KO^, cPLA_2_^KO^ or Arpin^KO^ mice. Hence, ARP2/3 activity controlled by WASp and Arpin finely tunes the number of DCs that migrate to lymph nodes at steady state, possibly by controlling the cPLA_2_ activation threshold and downstream CCR7 expression in response to shape sensing. Of note, although WASp deficiency was not found to decrease DC motility in confinement ex vivo^34^, we cannot exclude that in vivo, it could contribute to DC migration to lymph nodes by other means than activating cPLA_2_ (refs. ^34,40^). Together, these data suggest that steady-state migration of DCs to lymph nodes might result, at least in part, from the events of shape changes that they experience while patrolling the complex environment of the skin, suggesting a contribution of cell mechanics to this process.

**Fig. 5:**
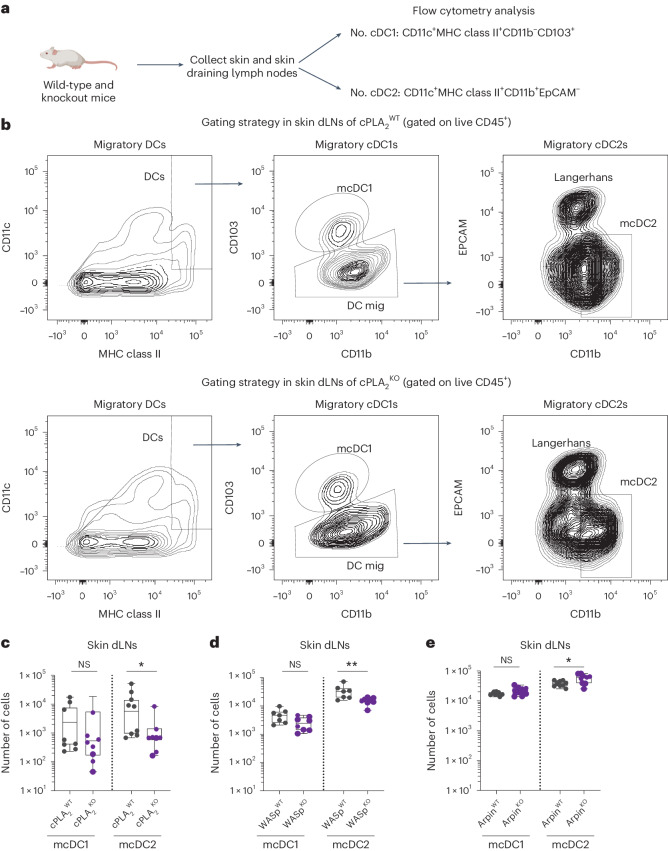
Steady-state migration of skin migratory cDC2s is cell shape sensitive. **a**, Schematic representation of the work flow. The picture of the mouse was created using BioRender.com. **b**, Gating strategy to quantify DCs in skin draining lymph nodes (dLNs). Top, representative example of the data in cPLA_2_^WT^ inguinal lymph nodes. Bottom, representative example of the data obtained in cPLA_2_^KO^ inguinal lymph nodes. Briefly, after gating on live cells, immune cells were identified as CD45^high^; CD11c and MHC class II were then used to differentiate lymph node-resident DCs (MHC class II^low^CD11c^high^) from migratory (mig) DCs (MHC class II^high^CD11c^high^). Among migratory DCs, migratory cDC1s (mcDC1) were identified as CD11b^low^CD103^high^, and migratory cDC2s (mcDC2) were identified as CD11b^high^EPCAM^low^. **c**, Box plots showing the minimum to maximum range in log scale of the number of migratory DCs in cPLA_2_^WT^ and cPLA_2_^KO^ mice (*N* = 3 independent experiments, where each dot is one mouse). Data were analyzed by one-way Mann–Whitney *U*-test; *P = 0.0221. **d**, Box plots showing the minimum to maximum range in log scale of the number of migratory DCs in WASp^WT^ and WASp^KO^ mice (*N* = 3 independent experiments, where each dot is one mouse). Data were analyzed by ordinary one-way Mann–Whitney *U*-test; **P = 0.0059. **e**, Box plots showing the minimum to maximum range in log scale of the number of migratory DCs in Arpin^WT^ and Arpin^KO^ (*N* = 3 independent experiments, where each dot is one mouse). Data were analyzed by ordinary one-way Mann–Whitney *U*-test; *P = 0.04. Source data

### IKKβ and NF-κB activity control the ARP2/3–cPLA_2_ shape-sensing axis

The cDC2s that migrate from the skin to the lymph nodes at steady state were shown to display a specific transcriptional profile enriched for NF-κB- and type I interferon (IFN)-related genes^39^. NF-κB activation downstream of the IKKβ (*Ikbkb*) kinase was further described as required for the migration of DCs from the skin to the lymph nodes at steady state and after inflammation^41^. Of note, this pathway is the only pathway described so far as being implicated in the homeostatic migration of skin DCs. We therefore investigated whether the ARP2/3–cPLA_2_ shape-sensing axis relies on IKKβ-dependent NF-κB activation and whether it triggers global transcriptional reprogramming of DCs. To this end, we compared the transcriptomes of cPLA_2_^WT^ and cPLA_2_^KO^ DCs confined at a height of 3 µm by bulk RNA sequencing (RNA-seq); nonconfined cells were used as negative controls.

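The bulk RNA-seq compared bone marrow-derived DCs from cPLA_2_ WT and cPLA_2_ KO mice that were left nonconfined or were confined at a height of 3 µm, with 3 libraries in each group. According to the Methods, polyadenylated RNA was converted into strand-specific libraries, reads were mapped with STAR to the mm39 mouse genome assembly, and gene expression was estimated on the Mouse FAST DB annotation. The deposited table gives normalized counts for 62197 genes, of which 37020 carry no symbol. These values are gene counts divided by a DESeq2 size factor for each library, with no scaling for gene length. After multiplication by these factors, 100% of the values were whole reads, with a largest deviation of 2.7e-09. The depth could therefore be recovered. Nonconfined cPLA_2_ WT libraries held between 34689393 and 45020354 reads on genes, with a median of 39851237. Nonconfined cPLA_2_ KO libraries held between 36034820 and 45021696 reads, with a median of 37116045. The range was 33592725 to 45769637 reads in confined cPLA_2_ WT libraries, with a median of 42049558, and 33027230 to 39400286 reads in confined cPLA_2_ KO libraries, with a median of 33672070. The biological coefficient of variation between the 3 libraries of a group was 0.0482 in nonconfined cPLA_2_ WT, 0.0802 in nonconfined cPLA_2_ KO, 0.0562 in confined cPLA_2_ WT and 0.0654 in confined cPLA_2_ KO DCs. From the deposited values, log2(normalized count + 1) was compared between groups with limma, in a single fit over the 18 libraries of the study with a mean for each of the 6 conditions. The replicate numbers did not pair the libraries, so no term for the replicate was included. Genes with at least 10 normalized counts in at least 3 libraries were tested, which left 17875 genes, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called up- or downregulated at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds in the legend of Fig. 6b. The Methods name a fold change of 1.5 and a P value of 0.05 instead. The filter of the Methods on the signal of intergenic regions needs the mapped reads and was not repeated. On this scale the fold changes of genes with few counts are understated. The gene encoding cPLA_2_, *Pla2g4a* (identifier GSMG0002495), lies on the minus strand of chromosome 1 of GRCm39 from 149705372 to 149837041, and its canonical transcript has 18 exons. Its mRNA was lower in cPLA_2_ KO DCs but not absent. It was present at 718 ± 46.0 normalized counts (SD, n = 3 libraries) in nonconfined cPLA_2_ WT and at 541 ± 7.49 (SD, n = 3) in nonconfined cPLA_2_ KO DCs, a log2 fold change of -0.41 (standard error 0.06, adjusted p = 0.00019 from limma). In confined cells it was present at 1373 ± 54.9 (SD, n = 3) in cPLA_2_ WT and at 904 ± 28.8 (SD, n = 3) in cPLA_2_ KO DCs, a log2 fold change of -0.60 (standard error 0.06, adjusted p = 3.81e-08). Gene-level counts do not show which part of the transcript was lost.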

Principal-component and clustering analyses revealed that although nonconfined nonstimulated cPLA_2_^WT^ and cPLA_2_^KO^ samples clustered together, this did not apply to confined cPLA_2_^WT^ and cPLA_2_^KO^ cells, showing that they display important differences in their gene expression profiles (Fig. 6a). These results indicate that cPLA_2_ impacts the transcriptomes of confined DCs but has no major effect on nonconfined cells at steady state. 

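The distance between a pair of libraries was computed as in an MDS plot, from the 500 genes with the largest log2 differences between them. Nonconfined cPLA_2_ WT and cPLA_2_ KO libraries were on average 3.08 apart, with a range of 2.96 to 3.28, whereas libraries within these groups were 2.60 apart, with a range of 2.52 to 2.69. Confined cPLA_2_ WT and cPLA_2_ KO libraries were on average 4.07 apart, with a range of 3.89 to 4.31. Libraries within the confined groups were 3.01 apart, with a range of 2.58 to 3.45. The distance between genotypes was thus 1.18 times the distance within groups in nonconfined cells and 1.35 times in confined cells. In both treatments every distance between genotypes exceeded every distance within a group. In an exact permutation test of the genotype labels, the real labels gave the largest ratio of the 10 possible splits in each treatment (one-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Nonconfined and confined libraries were 4.78 apart in cPLA_2_ WT and 3.74 apart in cPLA_2_ KO DCs. The pseudocount moved these ratios most, and a pseudocount of 5 gave 1.28 in nonconfined and 1.75 in confined cells.

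**Figure D1:**
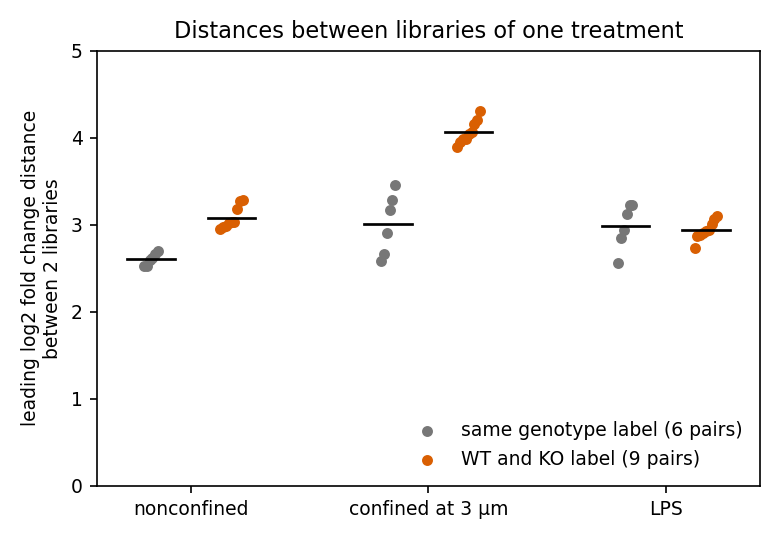
Leading log2 fold change distances between pairs of libraries of 1 treatment (vertical axis, log2 units), for pairs with the same genotype label (grey) and pairs of a WT and a KO label (orange). Black lines mark the means. Nonconfined and confined pairs of a WT and a KO library lie above all pairs within a group, while the pairs of LPS-treated libraries, which belong to Fig. 7a, overlap.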

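Between nonconfined cPLA_2_ KO and cPLA_2_ WT DCs, 152 genes were higher and 54 were lower in cPLA_2_ KO cells. Between confined cPLA_2_ KO and cPLA_2_ WT DCs, 498 genes were higher and 1307 were lower in cPLA_2_ KO cells. The thresholds of the Methods moved these counts to 601 higher and 399 lower genes in nonconfined and 1366 higher and 2109 lower genes in confined cells. The counts in nonconfined cells also depended on single libraries. Without cPLA_2_ KO replicate 1, 90 genes were higher, and without cPLA_2_ WT replicate 2, 20 genes were lower in cPLA_2_ KO cells. Of the 206 genes called in nonconfined cells, 7 lie on the Y chromosome, 8 on the X chromosome and 191 on autosomes. Among genes called with a mean of at least 100 normalized counts and no overlap between the libraries of the genotypes, the largest increases were those of *Eif2s3y* and *Ddx3y*, both on the Y chromosome, and of *Acot1* on chromosome 12. *Ddx3y* was present at 935 ± 54.7 normalized counts (SD, n = 3) in nonconfined cPLA_2_ KO and at 1.67 ± 1.54 (SD, n = 3) in nonconfined cPLA_2_ WT libraries. The confined libraries showed the same contrast, with 968 ± 60.4 (SD, n = 3) in cPLA_2_ KO and 1.36 ± 1.22 (SD, n = 3) in cPLA_2_ WT libraries. *Xist*, which female cells express, was present in all of these libraries. Genotype and donor are therefore not separated in them. *Acot1* was present at 418 ± 52.9 (SD, n = 3) in nonconfined cPLA_2_ KO and at 1.60 ± 1.98 (SD, n = 3) in nonconfined cPLA_2_ WT libraries. Among the same genes, the largest decreases were those of *Scd1* (log2 fold change -1.86, standard error 0.19, adjusted p = 2.32e-06 from limma), *Eps8l1* (-1.38, standard error 0.34, adjusted p = 0.0153) and *Ccr4* (-1.34, standard error 0.24, adjusted p = 0.00126). From the clustering of nonconfined samples and the separation of confined samples by genotype, the paper concludes that cPLA_2_ acts on the transcriptome of confined DCs and has no major effect at steady state without confinement.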

More specifically, we observed that ~5,000 and ~4,600 genes were up- and downregulated, respectively, in cPLA_2_^WT^ DCs confined at a height of 3 µm compared to under nonconfined conditions (Fig. 6b). 

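In confined cPLA_2_ WT DCs, 2038 genes were upregulated and 1362 were downregulated compared to nonconfined cPLA_2_ WT DCs, so that 59.9% of the called genes were upregulated. In cPLA_2_ KO DCs, confinement upregulated 1150 and downregulated 989 genes. Of all the alternatives tried, dropping the threshold on the fold change moved the counts in cPLA_2_ WT DCs most. An adjusted p under 0.05 alone, a setting chosen after the counts were seen, gave 5038 upregulated and 5075 downregulated genes. The thresholds of the Methods gave 3269 and 2898 genes. Fits on the recovered reads called similar numbers in cPLA_2_ WT DCs, with 3405 genes from edgeR, of which 3282 were among the genes called by limma, and 3500 from DESeq2, of which 3322 were among them. Which direction held more genes depended on how the libraries were scaled. TMM scaling kept the excess of upregulated genes, with 1934 upregulated and 1493 downregulated (56.4% upregulated). With each library scaled to the same total, the median log2 fold change of all genes tested was -0.23, and 1618 genes were upregulated and 2141 downregulated, so that 43.0% of the called genes were upregulated.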

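Of the genes upregulated by confinement in cPLA_2_ WT DCs, 684 were also upregulated in cPLA_2_ KO DCs and 1354 (66.4%) were not. In the latter the median log2 fold change was 1.68 in cPLA_2_ WT and 0.41 in cPLA_2_ KO DCs. Their change in cPLA_2_ KO DCs was above 0 for 954 genes and below 0 for 393 genes, of which 86 were called downregulated. A call in only 1 genotype does not show that the genotypes differ, so the difference between the changes was tested as an interaction of confinement and genotype. Of the 1354 genes, 962 (71.0%) had an adjusted p under 0.05 for the interaction with a smaller change in cPLA_2_ KO DCs. Among all genes upregulated in cPLA_2_ WT DCs these were 1187 genes (58.2%). Of the genes downregulated by confinement in cPLA_2_ WT DCs, 795 (58.4%) were not downregulated in cPLA_2_ KO DCs, and the interaction had an adjusted p under 0.05 for 313 of them (39.4%). Conversely, 466 genes were upregulated and 422 were downregulated only in cPLA_2_ KO DCs. Over all genes tested, the interaction was called for 1173 genes with a lower and 198 genes with a higher change in cPLA_2_ KO than in cPLA_2_ WT DCs. Scaling each library to the same total raised the latter count to 506. Among genes called with a mean of at least 100 normalized counts, the most negative interactions were those of *Cxcl11*, *Nos2* and *Il10*. *Cxcl11* was present at 2235 ± 106 normalized counts (SD, n = 3) in confined cPLA_2_ WT and at 11.6 ± 4.73 (SD, n = 3) in confined cPLA_2_ KO DCs, an interaction of -9.21 (standard error 0.53, adjusted p = 9.21e-12 from limma). *Nos2* was present at 14310 ± 423 (SD, n = 3) and 76.2 ± 3.69 (SD, n = 3), respectively. *Il10* had no reads in nonconfined cPLA_2_ WT libraries and was at least 575-fold higher in confined cPLA_2_ WT DCs. Among these genes, the most positive interactions were those of *Elane* (2.02, standard error 0.29, adjusted p = 1.77e-05), *Ms4a3* (1.93, standard error 0.22, adjusted p = 6.42e-07) and the entry *Entpd4 // Entpd4b* (3.03, standard error 0.59, adjusted p = 0.00047), in which the reads of overlapping genes are counted together.

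**Figure D2:**
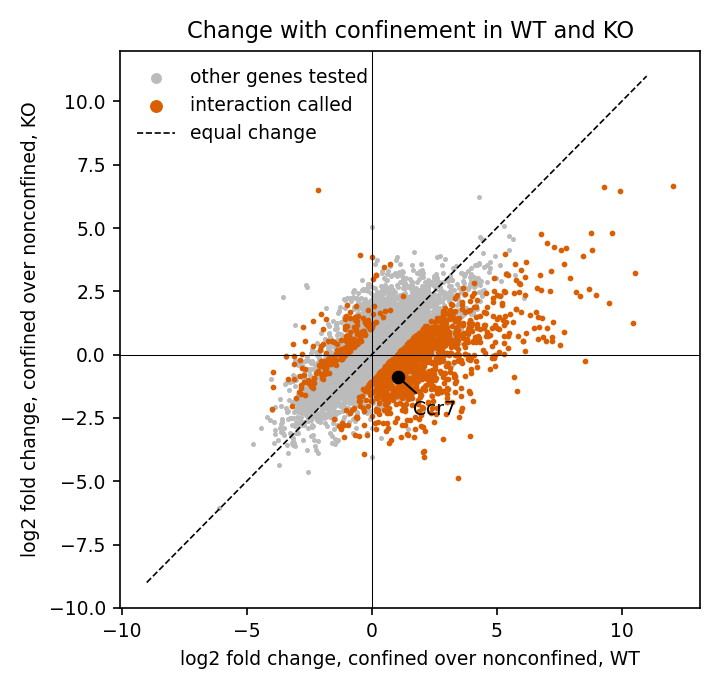
Log2 fold changes of confined over nonconfined DCs for each gene tested, in WT (horizontal axis) and KO (vertical axis). Orange points are the genes whose interaction was called, the dashed line marks equal changes, and most orange points with an increase in WT lie below that line, as does *Ccr7*.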

Comparison of cPLA_2_^WT^ and cPLA_2_^KO^ DCs showed that more than half of the genes upregulated by confinement relied on cPLA_2_ (~3,600 genes; Fig. 6b). 

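*Ccr7* (identifier GSMG0009949), which encodes the chemokine receptor CCR7, lies on the minus strand of chromosome 11 of GRCm39 from 99035025 to 99045904, and its canonical transcript has 3 exons. In nonconfined DCs it was present at 15884 ± 244 normalized counts (SD, n = 3 libraries) in cPLA_2_ WT and 16451 ± 812 (SD, n = 3) in cPLA_2_ KO cells. The difference was within the spread between libraries (log2 fold change 0.05, standard error 0.05, adjusted p = 0.611 from limma). In confined DCs it was present at 32945 ± 650 (SD, n = 3) in cPLA_2_ WT and 8919 ± 34.4 (SD, n = 3) in cPLA_2_ KO cells. Confinement thus raised *Ccr7* by 1.05 on the log2 scale in cPLA_2_ WT DCs (standard error 0.05, adjusted p = 5.4e-14), and it fell by 0.88 in cPLA_2_ KO DCs (standard error 0.05, adjusted p = 3.51e-12). The interaction was -1.93 (standard error 0.07, adjusted p = 2.03e-15). Every confined cPLA_2_ WT library had more and every confined cPLA_2_ KO library fewer *Ccr7* counts than every nonconfined library of its genotype. With each library left out in turn, the log2 fold change stayed between 1.04 and 1.07 in cPLA_2_ WT and between -0.91 and -0.84 in cPLA_2_ KO DCs.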

Consistent with our findings, *Ccr7* upregulation was found to be fully lost in confined cPLA_2_^KO^ DCs, which showed decreased *Ccr7* mRNA levels after confinement (Fig. 6c). Strikingly, among the 103 genes following the same expression pattern as *Ccr7* were 2 genes encoding the major subunits of ARP2/3 (*Actr2* and *Actr3*), the gene encoding IKKβ (*Ikbkb*) and several IFN-stimulated genes (Fig. 6d). 

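The text of the paper does not give the rule by which genes were matched to *Ccr7*. Here a gene followed the pattern if it increased with confinement in cPLA_2_ WT and decreased in cPLA_2_ KO DCs, each at an adjusted p under 0.05 with no limit on the fold change. This held for 415 genes, 48 of them without a symbol, and all 415 had an adjusted p under 0.05 for the interaction. With a fold change of at least 1.5 in both directions, 167 genes remained. The heat map of Fig. 6d shows 29 genes besides *Ccr7*. All 29 increased in cPLA_2_ WT and 27 decreased in cPLA_2_ KO DCs at an adjusted p under 0.05. The interaction was past this threshold for 29 genes when adjusted over all genes tested and for 29 when adjusted over the list alone. The study picked this list on the same samples, so it is not independent evidence. The changes of the ARP2/3 genes were small. *Actr3* (chromosome 1, 125320642 to 125363464) rose by 0.15 on the log2 scale in cPLA_2_ WT (standard error 0.04, adjusted p = 0.00229) and changed by -0.10 in cPLA_2_ KO DCs (standard error 0.04, adjusted p = 0.0377). *Actr2* (chromosome 11, 20012306 to 20062951) rose by 0.13 in cPLA_2_ WT (standard error 0.04, adjusted p = 0.00638) and changed by -0.07 in cPLA_2_ KO DCs (standard error 0.04, adjusted p = 0.169). These increases depended on the scaling. With each library scaled to the same total, *Actr3* changed by -0.08 and *Actr2* by -0.09 in cPLA_2_ WT DCs, and neither interaction was past the threshold. *Ikbkb* (chromosome 8, 23149217 to 23196599) changed by 0.41 in cPLA_2_ WT (standard error 0.05, adjusted p = 1.98e-07) and by -0.12 in cPLA_2_ KO DCs (standard error 0.05, adjusted p = 0.0369). The other 26 genes of the heat map are IFN-stimulated or related genes, with changes between 0.42 and 3.99 in cPLA_2_ WT (median 1.52) and between -2.11 and -0.14 in cPLA_2_ KO DCs (median -1.09). Their median interaction was -2.86. *Isg15* (identifier GSMG0039844, chromosome 4, 156283881 to 156285275) was present at 2457 ± 66.2 normalized counts (SD, n = 3) in nonconfined and 18193 ± 789 (SD, n = 3) in confined cPLA_2_ WT DCs, and at 2356 ± 102 (SD, n = 3) in nonconfined and 1071 ± 23.7 (SD, n = 3) in confined cPLA_2_ KO DCs. *Ifi205* had the largest increase in cPLA_2_ WT DCs, whereas its change in cPLA_2_ KO DCs was within the spread (-0.14, standard error 0.08, adjusted p = 0.143). *Ifi47* is listed together with *Olfr56*, and close paralogs such as *Ifit3* and *Ifit3b* can share reads, so their values are less certain.
A further 44 IFN-stimulated genes that Fig. 6d does not show had a median change of 0.79 in cPLA_2_ WT and -1.04 in cPLA_2_ KO DCs. Their median interaction was -2.10 and was below 0 for 43 of the 44 genes (camera with its preset correlation, adjusted p = 1.88e-53). The call held under fry (adjusted p = 2.32e-18) and with an estimated correlation (adjusted p = 2.72e-06). Over the 60 combinations of 12 lists and 5 comparisons, camera called 37, of which 37 held under fry and 21 with an estimated correlation.

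**Figure D3:**
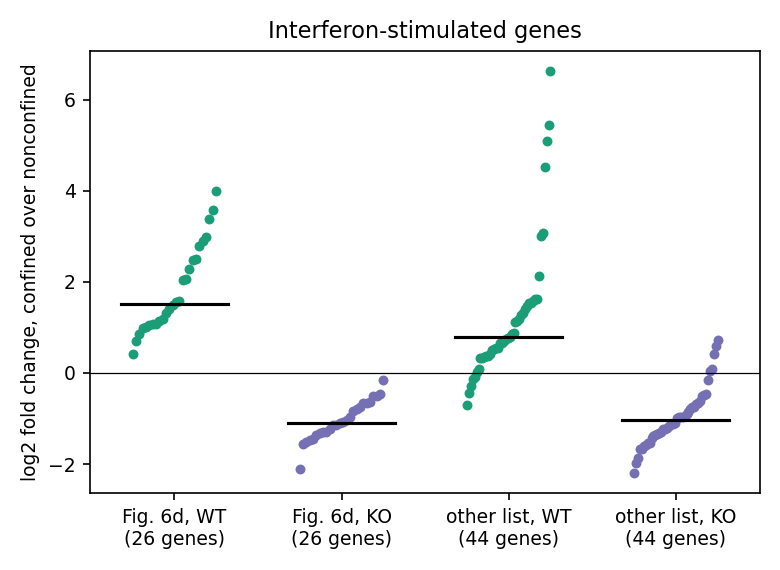
Log2 fold changes of confined over nonconfined DCs (vertical axis) for the 26 IFN-stimulated genes of Fig. 6d and for 44 others, in WT (green) and KO (purple). Each point is a gene and black lines mark the medians, which lie above 0 in WT and below 0 in KO for both sets.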

Consistently, RNA-seq analysis of DCs confined at a height of 3 µm and treated with CK666 showed that the genes that were upregulated in expression after confinement in a cPLA_2_-dependent manner, including the 103 genes behaving similar to *Ccr7*, were also dependent on ARP2/3 activity (Fig. 6e,f). Of note, CK666 treatment showed additional effects on gene expression similar to the cPLA_2_^KO^ condition (Fig. 6f), indicating that ARP2/3 regulates transcription in response to confinement by additional means than activating cPLA_2_.

**Fig. 6:**
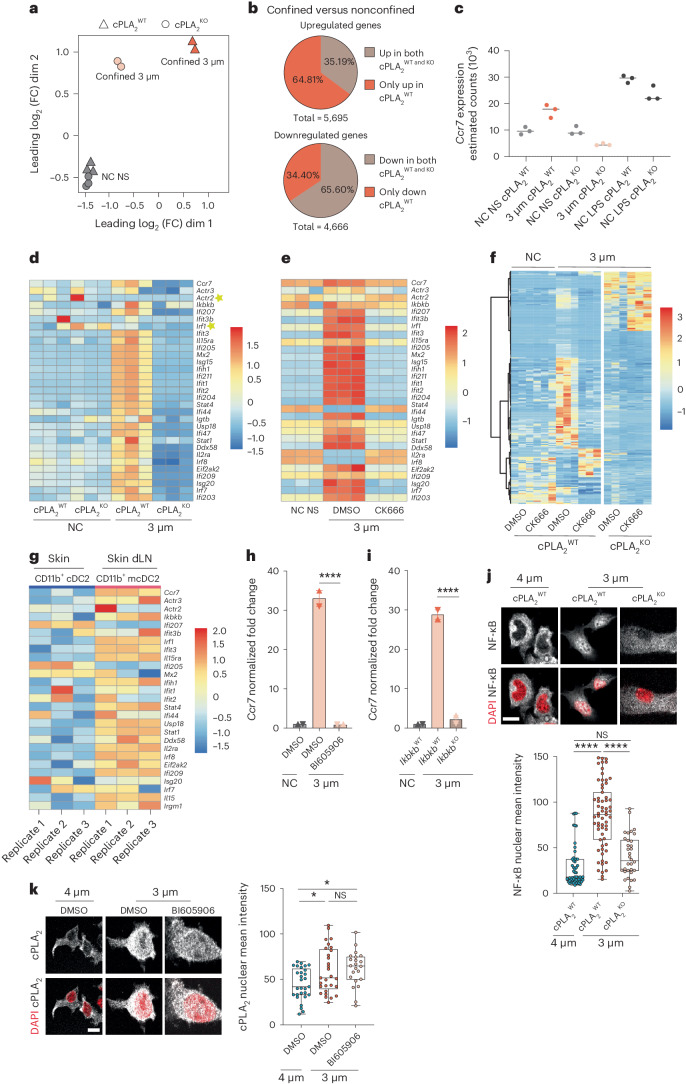
cPLA_2_ reprograms DC transcription in an IKKβ–NF-κB-dependent manner. **a**–**d**, Bulk RNA-seq analysis of cPLA_2_^WT^ and cPLA_2_^KO^ DCs; NC NS, nonconfined nonstimulated. **a**, Multidimensional scaling (MDS) of the samples. Sample groups under different confinement conditions are represented by different forms. Each dot represents a biological replicate; dim, dimension; FC, fold change. **b**, Pie charts showing proportions of differentially expressed genes in cells under confined conditions compared to nonconfined cells (false discovery rate < 0.05 and log_2_ (fold change) of <–1.0 or >1.0). Top, number of upregulated genes in confinement in cPLA_2_^WT^ and cPLA_2_^KO^ DCs (5,695 genes). Bottom, number of downregulated genes in confinement in both cPLA_2_^WT^ and cPLA_2_^KO^ DCs (4,666 genes). **c**, *Ccr7* estimated gene counts in the different samples/conditions. **d**, Heat map of genes harboring a similar expression pattern as *Ccr7*. **e**, Heat map of the genes moving with *Ccr7* expression in response to treatment with CK666 (30 µM). **f**, Heat map of all differentially expressed genes in response to treatment with CK666 (30 µM) in confined and nonconfined DCs. **g**, Heat map showing normalized expression of some IFN-stimulated genes in the CD11b^+^ cDC2 subset from the dermis and their migratory counterparts in the cutaneous draining lymph node of healthy mice (GSE49358 microarray study from Tamoutounour et al.^39^). **h**, *Ccr7* expression in response to treatment with BI605906 (30 µM). Data are shown as mean ± s.d. (*N* = 2, *n* = 6) and were analyzed by ordinary one-way ANOVA; ****P < 0.0001. **i**, *Ccr7* expression in cells from *Ikbkb*^WT^ or *Ikbkb*^KO^ mice. Data are shown as mean ± s.d. (*N* = 2, *n* = 6) and were analyzed by ordinary one-way ANOVA; ****P < 0.0001. **j**, Top, representative images of cPLA_2_^WT^ and cPLA_2_^KO^ DCs. NF-κB (P65) is in gray, and the nuclei are in red; scale bar, 10 µm. Bottom, box plot showing the minimum to maximum range of NF-κB (P65) intensity (*N* = 2, *n* = 55 cells in 4 µm (cPLA_2_^WT^), *n* = 63 cells in 3 µm (cPLA_2_^WT^), *n* = 34 cells in 4 µm (cPLA_2_^KO^)). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **k,** Left, representative images of DCs treated with the IKKβ inhibitor BI605906 (30 µM) and nontreated control DCs. cPLA_2_ is in gray, and nuclei are in red; scale bar, 12 µm. Right, box plot showing the minimum to maximum range of cPLA_2_ intensity (*N* = 2, *n* = 29 cells (DMSO), *n* = 23 cells (BI605906)). Data were analyzed by ordinary one-way ANOVA; *P = 0.0175. Source data

Importantly, direct comparison of the transcriptional profiles of our confined bone marrow-derived DCs with the transcriptional profile described for skin migratory cDC2s revealed that they exhibited similar signatures (genes following the *Ccr7* expression pattern; Fig. 6g). These results suggest that the ARP2/3–cPLA_2_ shape-sensing axis imprints DCs with a similar transcriptional program as the program displayed by skin cDC2s migrating to lymph nodes at steady state, confirming the in vivo contribution of this mechanical pathway. These results prompted us to investigate whether cPLA_2_ and IKKβ–NF-κB were part of the same signaling route. We found that (1) confinement at a height of 3 µm did not lead to *Ccr7* upregulation in DCs treated with the IKKβ inhibitor BI605906 or in DCs lacking the *Ikbkb* gene (Fig. 6h,i), and (2) NF-κB nuclear translocation was compromised in confined DCs lacking cPLA_2_ (Fig. 6j). By contrast, IKKβ inhibition had no effect on nuclear accumulation of cPLA_2_ in confined DCs (Fig. 6k). These data strongly suggest that cPLA_2_ acts upstream of IKKβ and NF-κB to trigger upregulation of CCR7 expression after shape sensing in DCs. Together, our data support a model where shape sensing through the ARP2/3–cPLA_2_ axis activates the IKKβ–NFκB pathway and thereby licenses DCs to migrate to lymph nodes at steady state.

### Shape sensing endows DCs with specific immunoregulatory properties

DC migration to lymph nodes at steady state helps maintain peripheral tolerance^7,9,42^. This is in sharp contrast to microbe-induced DC migration to lymph nodes that leads to activation of T cells capable of fighting these infectious agents. Our results show that ARP2/3 and cPLA_2_ are required for CCR7 upregulation in response to confinement but not in response to LPS (Extended Data Figs. 2d and 3c). Similarly, CK666-treated DCs clustered together, suggesting minor differences in their transcriptional profiles whether or not they were activated with LPS (Extended Data Fig. 5a). This suggests that the shape-sensing pathway described here might be specifically involved in steady-state, rather than microbe-induced, migration of DCs to lymph nodes. This scenario would be particularly appealing as no specific mechanism has been identified so far for the triggering of homeostatic DC migration, the IKKβ–NF-κB pathway being required for DC migration to lymph nodes both at steady state and after inflammation^41^. To test this hypothesis, we compared the transcriptomes of DCs expressing or not expressing cPLA_2_ either confined at a height of 3 µm or treated with LPS. 

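The LPS-treated DCs were sequenced as 3 libraries labelled cPLA_2_ WT and 3 labelled cPLA_2_ KO, and the confined DCs are those of Fig. 6. Cells received 100 ng ml-1 LPS, for 25 min according to the Methods and for 30 min according to the sample labels. The Methods then describe washing and a culture overnight before use, whereas the labels place the collection of confined cells 4 h after confinement. Comparisons of confined with LPS-treated cells can therefore differ in time as well as in treatment. These libraries are part of the same deposited table, and their values were made and tested in the same way as those of the nonconfined and confined cells. The libraries labelled LPS cPLA_2_ WT held between 52116837 and 61300021 reads on genes, with a median of 52482280. The libraries labelled LPS cPLA_2_ KO held between 39609637 and 45160523 reads, with a median of 43169041. The deeper sequencing of the former is removed by the size factors, after which the mean totals were 48718670 and 48721816 normalized counts. The corresponding total was 34125100 in nonconfined cPLA_2_ WT libraries, so that scaling each library to the same total shifts the median change of all genes tested to -0.47 for LPS in cPLA_2_ WT DCs. The biological coefficient of variation was 0.109 within each LPS group. Compared to nonconfined cPLA_2_ WT DCs, 2688 genes were higher and 2201 lower in the libraries labelled LPS cPLA_2_ WT. Under the scaling to the same total these counts were 1723 and 4401. Some genes that part the genotypes in nonconfined and confined cells vary among the libraries labelled LPS cPLA_2_ WT, as described below for the comparison of the LPS labels. A difference in donor or genotype can therefore contribute to comparisons of these libraries with nonconfined or confined cPLA_2_ WT DCs.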

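Between the libraries labelled LPS cPLA_2_ KO and LPS cPLA_2_ WT, 0 genes were called in either direction. An unadjusted p under 0.05 was reached by 890 of the genes tested, where 894 would be reached by chance. The fold change and unadjusted P value of the Methods called 145 higher and 171 lower genes. Libraries of different labels were on average 2.94 apart in the leading log2 fold changes and libraries of the same label 2.99 apart, a ratio of 0.98. The real labels gave a ratio that 6 of the 10 possible splits reached (exact permutation test, one-sided p = 0.6). *Pla2g4a* was present at 980 ± 21.0 normalized counts (SD, n = 3) in the libraries labelled LPS cPLA_2_ WT and at 1042 ± 20.4 (SD, n = 3) in those labelled LPS cPLA_2_ KO (log2 fold change 0.09, standard error 0.06, adjusted p = 1 from limma), whereas it was lower in cPLA_2_ KO than in cPLA_2_ WT DCs without LPS. Some genes that part the genotypes in nonconfined and confined cells did not follow the labels of the LPS libraries. *Ddx3y*, which lies on chromosome Y from 1260715 to 1286613 and had at most 3.05 normalized counts in nonconfined and confined cPLA_2_ WT libraries, was present at 1271, 0 and 662 normalized counts in the libraries labelled LPS cPLA_2_ WT and at 2.12, 1476 and 783 in those labelled LPS cPLA_2_ KO, in the order of their replicate numbers. *Lrmda*, an autosomal gene on chromosome 14 chosen after its values were seen, was present at 401, 24.7 and 243 normalized counts in the libraries labelled LPS cPLA_2_ WT and at 22.3, 381 and 241 in those labelled LPS cPLA_2_ KO.

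**Figure D4:**
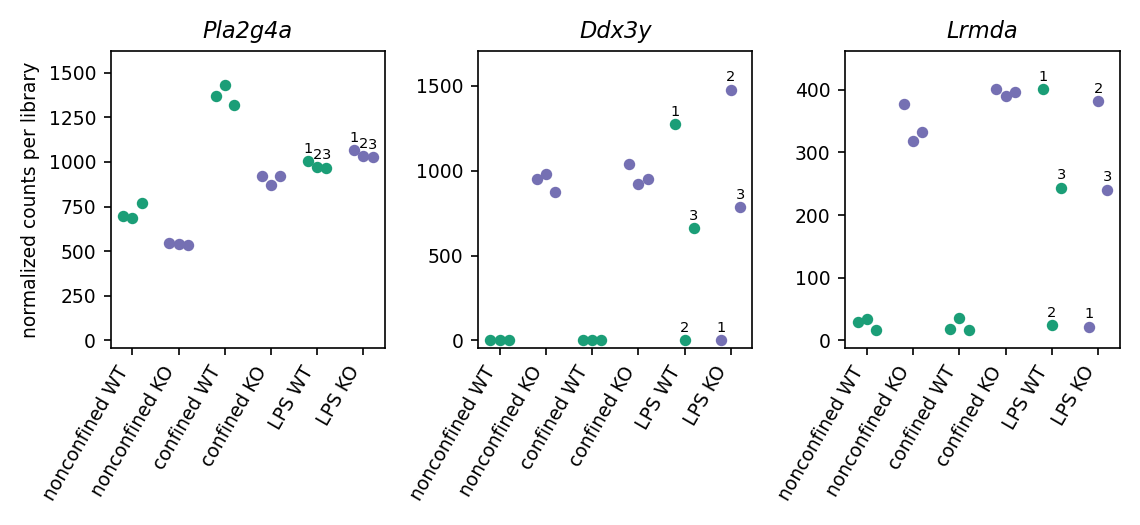
Normalized counts per library (vertical axes) of *Pla2g4a*, *Ddx3y* and *Lrmda* in the 6 conditions (horizontal axes), with WT labels in green and KO labels in purple and with replicate numbers at the LPS libraries. *Ddx3y* and *Lrmda* separate the labels in nonconfined and confined cells but vary within each LPS label.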

Strikingly, principal-component and clustering analyses revealed that cPLA_2_ had no substantial impact on the global gene expression pattern induced by microbial stimulation (Fig. 7a and Extended Data Fig. 5b), confirming the specific requirement of cPLA_2_ for mechanical reprogramming of DCs. 

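Of the genes of the cPLA_2_ pathway in Fig. 7b, 7 increased and 1 decreased in cPLA_2_ WT DCs both with confinement and with LPS, each at an adjusted p under 0.05, and the same counts were reached when adjusted over the list alone. The list was chosen by the study on these samples. The values for LPS are those of the libraries labelled LPS cPLA_2_ WT, whose donor genes vary, so donor or genotype can differ from the other cPLA_2_ WT libraries. *Pla2g4a* rose by 0.94 on the log2 scale with confinement (standard error 0.06, adjusted p = 1.41e-11 from limma) and by 0.45 with LPS (standard error 0.06, adjusted p = 8.85e-07). Confined cells exceeded LPS-treated cells by 0.49 (standard error 0.06, adjusted p = 6.41e-07). With each library scaled to the same total, the change with LPS was -0.06. *Ptger2*, which encodes the PGE_2_ receptor EP2 and lies on chromosome 14 from 45225568 to 45241277, was present at 399 ± 33.5 normalized counts (SD, n = 3) in nonconfined, 3689 ± 180 (SD, n = 3) in confined and 1290 ± 89.1 (SD, n = 3) in LPS-treated cPLA_2_ WT DCs. It was higher in confined than in LPS-treated cells by 1.52 on the log2 scale (standard error 0.08, adjusted p = 8.11e-13). *Ptgs2* and *Ptges* were raised in both conditions and less by confinement. *Ptgs2* was present at 81.9 ± 4.50 (SD, n = 3) in nonconfined, 35993 ± 574 (SD, n = 3) in confined and 75236 ± 253 (SD, n = 3) in LPS-treated cells, a difference of -1.06 between confinement and LPS (standard error 0.07, adjusted p = 7.37e-11). For *Ptges* this difference was -0.37 (standard error 0.13, adjusted p = 0.0288). *Alox5* fell in both conditions, by 1.67 with confinement and by 1.98 with LPS on the log2 scale. *Junb* rose by 2.08 with confinement and by 2.38 with LPS, and *Lpar1* by 3.38 and 3.52. The change of *Jun* was 0.20 with confinement and 0.18 with LPS, and both changes turned negative, at -0.02 and -0.33, with each library scaled to the same total. The response of *Pla2g4a* to confinement was not lost in cPLA_2_ KO DCs, where the change was 0.74, and the interaction was -0.20 (standard error 0.08, adjusted p = 0.0952).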

Interestingly, while some genes associated with the cPLA_2_ pathway were upregulated under both conditions, others, including the genes encoding cPLA_2_ and the prostaglandin E_2_ (PGE_2_) receptor, were more induced in confined DCs than in LPS-treated cells (Fig. 7b). This result prompted us to investigate whether production of PGE_2_ from AA could contribute to DC transcriptional reprogramming by confinement. We found that the addition of PGE_2_ to confined cPLA_2_^KO^ DCs led to upregulation of CCR7 expression (Fig. 7c), showing that PGE_2_ can compensate cPLA_2_ deficiency. This was not observed when inhibiting IKKβ (Fig. 7c). Accordingly, PGE_2_ was found to induce NF-κB nuclear translocation (Fig. 7c). Together, these data suggest that DC transcriptional reprogramming after shape sensing involves prostaglandin production downstream of cPLA_2_, which in turn activates IKKβ and NF-κB in a paracrine manner.

**Fig. 7:**
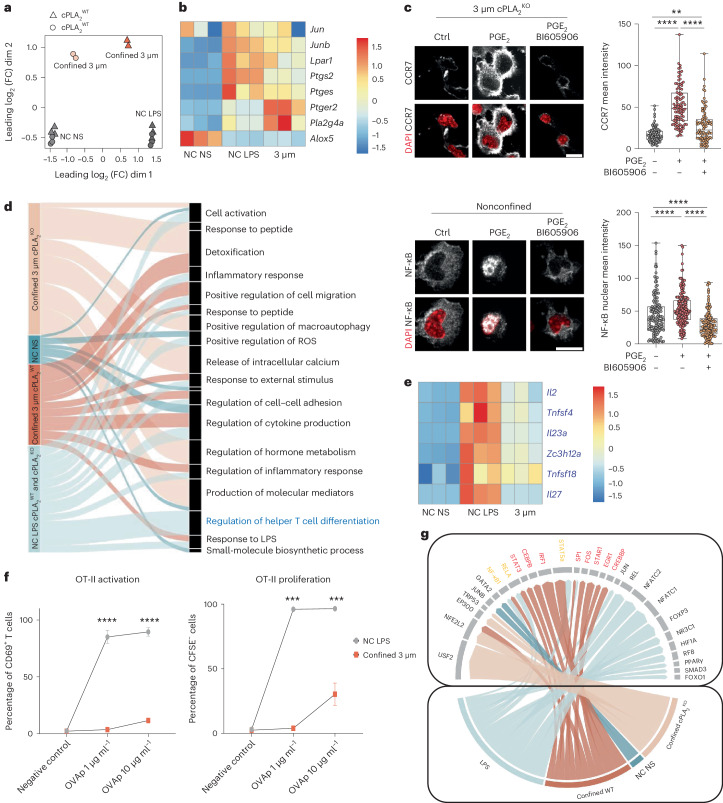
cPLA_2_-dependent transcriptional reprogramming in response to shape sensing shapes DC properties. **a**, MDS of samples. **b**, Heat map of cPLA_2_-related genes. **c**, Top, representative images of untreated control cPLA_2_^KO^ DCs and cPLA_2_^KO^ DCs treated with 2.5 µg ml^–1^ PGE_2_ for 30 min in the presence or absence of BI605906 (30 µM) before confinement. CCR7 is in gray, and nuclei are in red; scale bar, 10 µm; Gaussian blur of 0.5 µm. Right, box plot showing the minimum to maximum range of CCR7 intensity (*N* = 3; *n* = 87 cells in 3 µm (control), *n* = 99 cells in 3 µm (PGE_2_), *n* = 87 cells in 3 µm (PGE_2_ + BI605906)). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001; **P = 0.0026. Bottom, representative images of nonconfined untreated DCs or DCs treated with 2.5 µg ml^–1^ PGE_2_ for 30 min in the presence or absence of BI605906 (30 µM). NF-κB (P65) is in gray, and nuclei are in red; scale bar, 10 µm; Gaussian blur of 0.5 µm. Right, box plot showing the minimum and maximum range of NF-κB intensity (*N* = 3; *n* = 133 cells (control), *n* = 191 cells (PGE_2_), *n* = 138 cells (PGE_2_ + BI605906)). Data were analyzed by Kruskal–Wallis test; ****P < 0.0001. **d**, Pathway analysis of differentially expressed genes in confined versus LPS-treated DCs; arrow width corresponds to the enrichment score from the significantly enriched (*P* < 0.05) genes. **e**, Heat map of genes in the ‘regulation of helper T cell differentiation’ pathway marked in blue in **d**. **f**, Antigen presentation assays with T cells incubated with DCs activated with LPS or confined at a height of 3 µm. Left, percentage of CD69^+^CD4^+^ T cells among live cells after 18 h of incubation with OVA peptide II (OVAp). Right, Percentage of CFSE^–^CD4^+^ OT-II T cells among live cells after 3 days of incubation with OVA peptide II. Data are shown as mean ± s.e.m. of duplicate measures of each independent experiment (*N* = 5). Data were analyzed by multiple unpaired Student’s *t*-tests; ***P = 0.0001; ****P < 0.0001. **g**, Transcription factor analysis of the different conditions. Transcription factor activity estimation used the TRUUST database, which predicts transcription factor activity and assigns a score. Arrow thickness corresponds to the enrichment score of each transcription factor. Source data

To better understand the specificity of DC reprogramming in response to shape sensing, we compared the pathways induced by DC confinement or by LPS (Fig. 7d). 

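Fig. 7e shows *Il2*, *Tnfsf4*, *Il23a*, *Zc3h12a*, *Tnfsf18* and *Il27* for this pathway. *Tnfsf18* had too few counts to be tested, with 5.15 ± 1.54 normalized counts (SD, n = 3) in confined and 5.90 ± 1.46 (SD, n = 3) in LPS-treated cPLA_2_ WT DCs. The other 5 genes increased with LPS in cPLA_2_ WT DCs, and all 5 also increased with confinement at an adjusted p under 0.05. Each was lower in confined than in LPS-treated cells, by differences between -2.73 and -0.93 on the log2 scale. *Il23a* (chromosome 10, 128132008 to 128134621) was present at 2.24 ± 0.712 (SD, n = 3) in nonconfined, 772 ± 31.3 (SD, n = 3) in confined and 2237 ± 215 (SD, n = 3) in LPS-treated cPLA_2_ WT DCs. *Zc3h12a* was present at 558 ± 39.1 (SD, n = 3), 4180 ± 159 (SD, n = 3) and 8088 ± 330 (SD, n = 3), respectively. *Tnfsf4* was present at 564 ± 8.37 (SD, n = 3), 1739 ± 64.0 (SD, n = 3) and 3391 ± 890 (SD, n = 3). With each library scaled to the same total, all 5 were again higher in confined than in nonconfined and lower in confined than in LPS-treated cPLA_2_ WT DCs. LPS-treated cPLA_2_ WT DCs are here the libraries so labelled, among which the donor genes vary.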

One of the most striking differences observed was related to the ‘regulation of helper T cell differentiation’ pathway that was exclusively induced by LPS (Fig. 7d,e). Mounting an efficient T cell response against a microbial threat typically requires the following three signals from DCs: specific antigenic peptide presented on major histocompatibility complex (MHC; signal 1), co-stimulation (signal 2) and cytokines (signal 3). The two latter signals ensure T cell activation rather than tolerization as well as proper proliferation. Accordingly, we observed that genes encoding MHC class I, MHC class II and key co-stimulatory molecules (CD80 and CD86) were expressed at lower levels in confined DCs than in LPS-treated cells (Extended Data Fig. 5c,d). 

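Confined and LPS-treated cPLA_2_ WT DCs were compared for 11 genes of MHC class I, MHC class II and co-stimulation. All 3 class I genes were lower in confined cells at an adjusted p under 0.05. *H2-K1* was present at 41410 ± 1405 normalized counts (SD, n = 3) in confined and 54046 ± 2020 (SD, n = 3) in LPS-treated cells, a log2 fold change of -0.38 (standard error 0.04, adjusted p = 1.92e-07 from limma). The change was -0.53 for *B2m* and -0.66 for *H2-D1*, which the table counts together with *H2-L*. Of the 6 class II genes, 5 were lower and 1 was higher in confined cells. *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd74* had changes between -0.63 and -0.52, larger than their standard errors of 0.06 to 0.08. *H2-DMb1* changed by -0.16 (standard error 0.06, adjusted p = 0.0389). *H2-DMa* was higher in confined cells, with 8141 ± 154 (SD, n = 3) against 6088 ± 252 (SD, n = 3), a log2 fold change of 0.42 (standard error 0.05, adjusted p = 2.61e-07). *Cd86* was lower, with 8253 ± 91.7 (SD, n = 3) against 12117 ± 599 (SD, n = 3), a log2 fold change of -0.55 (standard error 0.04, adjusted p = 5.07e-10). *Cd80* did not differ beyond its spread, with 8762 ± 56.7 (SD, n = 3) against 8926 ± 1022 (SD, n = 3), a log2 fold change of -0.02 (standard error 0.07, adjusted p = 0.829). With each library scaled to the same total, which shifts the median change of all genes tested between these cells to 0.26, *Cd80* was higher in confined cells by 0.27 and *H2-DMb1* by 0.13. Without LPS cPLA_2_ WT replicate 2, *Cd80* was also higher in confined cells, by 0.06. In the libraries labelled LPS cPLA_2_ WT, *Cd80* was at 7970, 10003 and 8807, in the order of their replicate numbers. In replicate 2, a single library whose donor genes follow the label, it thus exceeded all confined cPLA_2_ WT libraries. Surface protein is not covered by these values. The comparison rests on the labels of the LPS libraries, which the donor genes follow only in replicate 2.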

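The cytokine genes tested were *Il2*, *Il12a*, *Il12b*, *Il15*, *Il27* and *Ebi3*, the last of which encodes a subunit of IL-27. All 6 were lower in confined than in LPS-treated cPLA_2_ WT DCs at an adjusted p under 0.05, over all genes tested and over the list alone, and all 6 were higher in confined than in nonconfined cPLA_2_ WT DCs. *Il12b* (chromosome 11, 44290888 to 44305504) was present at 178 ± 7.16 normalized counts (SD, n = 3) in nonconfined, 26474 ± 705 (SD, n = 3) in confined and 194703 ± 31270 (SD, n = 3) in LPS-treated cPLA_2_ WT DCs. The log2 fold change of confined over LPS-treated cells was -2.87 (standard error 0.11, adjusted p = 4.07e-15 from limma). *Il12a* was present at 89.8 ± 25.1 (SD, n = 3) in confined and 1333 ± 261 (SD, n = 3) in LPS-treated cells, a change of -3.89 (standard error 0.48, adjusted p = 7.69e-07). *Il27* was present at 496 ± 46.5 (SD, n = 3) in confined and 3297 ± 173 (SD, n = 3) in LPS-treated cells. For *Il15* the values were 547 ± 15.8 (SD, n = 3) and 1210 ± 121 (SD, n = 3), a change of -1.14 (standard error 0.10, adjusted p = 5.99e-09). *Ebi3* changed by -1.06 (standard error 0.05, adjusted p = 4.71e-14). *Il2* was at 0 in nonconfined cPLA_2_ WT libraries. It was at least 9.31-fold higher in confined cells, at 24.2 ± 7.19 (SD, n = 3), and at least 33.4-fold higher with LPS, at 86.8 ± 10.5 (SD, n = 3). The values with LPS are those of libraries labelled LPS cPLA_2_ WT, in which donor or genotype can differ from the confined cPLA_2_ WT libraries.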

Confined DCs also expressed fewer stimulatory cytokines (interleukin-2 (IL-2), IL-12, IL-15 and IL-27), resulting in lower secretion levels (Extended Data Fig. 5c,e). This suggests that confined DCs might be less potent than LPS-treated cells for T lymphocyte activation. To test this hypothesis, we loaded the two types of DCs with the class II ovalbumin (OVA) antigenic peptide and incubated them with OT-II transgenic T cells. OT-II cell stimulation with DCs that experienced confinement led to both lower T cell activation (quantified as upregulation of CD69) and lower proliferation (quantified by CFSE dilution) than stimulation with LPS-treated cells (Fig. 7f). Cell viability was comparable under both conditions (Extended Data Fig. 5f). These data confirmed that confined DCs were less potent than LPS-treated cells in activating T lymphocytes. In support of these results, when applying a threshold to the 3,000 genes upregulated in confined DCs in an ARP2/3- and cPLA_2_-dependent manner, we obtained a list of 467 upregulated genes mostly related to cytokines/chemokines and dominated by the pathway of the tolerogenic cytokine IL-10 (see Extended Data Fig. 6a,b for the top 30 genes). Together, our data suggest that the ARP2/3–cPLA_2_ shape-sensing pathway can not only tune steady-state migration of DCs to lymph nodes but also further endow them with specific immunoregulatory properties.

To gain insights into the mechanisms accounting for this specificity, we compared the transcription factor binding sites found in the promoters of the genes enriched in DCs confined at a height of 3 µm or treated with LPS. This analysis allows us to infer the nature of the transcription factors differentially implicated in the two types of DC responses. We found that DC confinement activated IRF1-, STAT1-, STAT3- and STAT5A-dependent gene transcription better than LPS (Fig. 7g). These transcription factors are known to be involved in IFN signaling and/or activation of NF-κB^43^, in good agreement with our results showing that these two pathways are enriched following shape sensing (Fig. 6d). Noticeably, IRF1, STAT3 and STAT5A have been implicated in the acquisition of tolerogenic properties by DCs^44,45^. None of these transcription factors were activated in confined cPLA_2_^KO^ DCs (Fig. 7g). Together, our results suggest that the interplay between the cytoskeleton and the lipid metabolism enzyme cPLA_2_ transcriptionally reprograms DCs in response to precise shape changes, endowing them with the ability to reach lymph nodes in an immunoregulatory state that might facilitate the tolerogenic function proposed for these cells at steady state.

## Discussion

Here, we show that DCs are equipped with an exquisitely sensitive shape-sensing mechanism that defines their migratory behavior and immune phenotype. This mechanism requires ARP2/3 nuclear envelope tensioning and translocation of the cPLA_2_ lipid metabolism enzyme into the nucleus. cPLA_2_ in turn activates NF-κB, leading to upregulation of CCR7 expression and DC migration to lymph nodes at steady state. These findings might explain why, despite two decades of research, the signals responsible for homeostatic DC migration from the periphery to the lymph nodes have remained largely unknown. Rather than sensing (bio)chemical signals, DCs might sense the physical constraints they encounter during environment patrolling through this ARP2/3–cPLA_2_–NF-κB shape-sensing pathway. Interestingly, although this mechanical pathway shares signaling players, such as NF-κB, with the pathway induced by microbial sensing, it does not involve the direct engagement of DC receptors such as Toll-like receptors (TLRs) and NOD-like receptors (NLRs) and leads to an overlapping but distinct transcriptional program in these cells.

Previous work from us and others suggests that a specific threshold of nuclear deformation can promote nuclear envelope tensioning and cPLA_2_ insertion into the nuclear membrane, leading to its activation^21,23^. Here, we provide direct evidence for this threshold being tuned by the actin cytoskeleton by showing that (1) ARP2/3 activity promotes nuclear envelope unfolding and tensioning in response to confinement, and (2) confinement induces the appearance of a large actin cloud in the vicinity of the nucleus, probably as a result of cortical actin flow directed toward the cell center, as previously shown in fibroblasts^46^. We propose that flowing cortical actin, when pressed against the nucleus after confinement, exerts forces, potentially through the LINC complex, to unfold the nuclear lamina and tense the nuclear membrane. The increased nuclear/cytosolic ratio of cPLA_2_ observed in DCs confined at a height of 3 μm could be due to its insertion into the tensed inner nuclear envelope. Of note, we do not exclude that ARP2/3-dependent forces might also open nuclear pores to enhance cPLA_2_ translocation from the cytoplasm to the nucleus, similar to what had been shown for YAP/TAZ^47^, thereby contributing to nuclear accumulation of the enzyme.

We postulate that self-activation of the ARP2/3–cPLA_2_ axis originates from the successive events of deformation that DCs undergo as they move through the complex environment of tissues. These deformation events would induce a ‘cellular massage’ and thereby activate shape sensing in DCs. Notably, the ARP2/3–cPLA_2_ pathway is induced at a precise amplitude of cell deformation compatible with the shape changes observed in DCs patrolling the skin (Fig. 1a)^19,48^. Yet, the physical constraints imposed by the environment are likely to vary in distinct tissues^49^ or pathological contexts, such as the tumor environment^50^. Determining whether the range of sensitivity of DCs to deformation is adapted to each tissue would be of the utmost importance to understand how the ARP2/3–cPLA_2_ shape-sensing pathway controls both DC tissue exit to lymph nodes and their immunoregulatory properties. Nonetheless, our results emphasize that the physical properties of tissues indeed contribute to shaping immunity. The ability of immune cells to integrate these physical properties with biochemical environmental cues should be investigated.

Importantly, the ARP2/3–cPLA_2_ shape-sensing pathway is the first pathway identified so far to be specifically involved in homeostatic DC migration to lymph nodes, a process essential for the maintenance of tolerance. We show that this shape-sensing axis has no impact on DC transcriptional reprogramming by microbial components such as LPS. Even though confined and LPS-treated DCs share a considerable part of their transcriptional program, LPS treatment led to activation of specific pathways associated with efficient T cell activation, which were less induced by confinement. 

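Of the genes upregulated by confinement in cPLA_2_ WT DCs, 1453 (71.3%) were also upregulated by LPS, while 15.0% of all genes tested were. Of the downregulated genes, 815 (59.8%) were also downregulated by LPS, against 12.3% of all genes tested. In 37 genes the directions were opposite. Both comparisons share the nonconfined cPLA_2_ WT libraries, which makes them similar even if neither treatment acts. In addition, donor or genotype, and the time of collection, can differ between the libraries labelled LPS cPLA_2_ WT and the other cPLA_2_ WT libraries. Across 11158 genes with a mean of at least 100 normalized counts, the correlation of the log2 fold changes was 0.828. In 100 simulations of unchanged groups compared with the same nonconfined libraries, the median correlation was 0.134 and the largest 0.323. The simulated groups were drawn around the means of these same libraries, which leaves out the error of the shared libraries. The simulations therefore understate the correlation that sharing alone can give. Genes are not independent replicates, so the correlation of 0.828 carries no p-value. Of the genes upregulated in both, 279 were lower and 99 higher in confined than in LPS-treated cPLA_2_ WT DCs past both thresholds. A further 585 genes were called upregulated only by confinement and 1235 only by LPS, and the direct comparison of confined and LPS-treated cells called 277 and 579 of these. Over all genes tested, that comparison called 1130 genes higher and 1342 lower in confined cells, and 1907 higher with each library scaled to the same total. While it states that much of the program is shared, the paper bases its argument on the weaker induction of pathways for T cell activation and the lower T cell activation by confined DCs. It relates these to the tolerogenic function that others proposed for homeostatic DC migration, adds transcription factors linked to tolerance and IL-10 signaling, and calls the evidence indirect.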

Consistently, confined DCs were less efficient in activating T cells than LPS-treated cells. These results are in agreement with the tolerogenic function proposed for homeostatic DC migration to lymph nodes^41,51^. Furthermore, several of the transcription factors specifically activated in confined DCs have been described as associated with immune tolerance^44^, and examining genes that were most upregulated after shape sensing in an ARP2/3–cPLA_2_-dependent manner revealed IL-10 signaling as the predominant pathway. However, we acknowledge that these results only constitute indirect evidence for shape sensing, leading to tolerogenic DCs, and that additional functional and in vivo studies will be required to directly visualize cPLA_2_ activation in tissue-patrolling DCs and to show that these cells can protect mice from autoimmunity.

Interestingly, it has recently been shown that spleen CCR7^+^ tolerogenic DCs can also emerge after internalization of apoptotic bodies, a process referred to as efferocytosis^52^. Along the same line, efferocytosis can trigger a tolerogenic phenotype in CCR7^+^ tumor-infiltrating DCs by regulating cholesterol metabolism^53^. Future studies aimed at determining whether and how the here described shape-sensing pathway functionally interacts with these efferocytosis-dependent pathways should shed light on how the balance between tolerance and immunity is critically tuned by distinct tissue environmental properties.

## Methods

### Mice

For animal care, we strictly followed the European and French National Regulation for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (Directive 2010/63; French Decree 2013-118, Authorization DAP number 43530-2023051216135493 v2 given by National Authority). Experiments were performed on 8- to 14-week-old male or female mice. Mice were maintained under specific pathogen-free conditions at the animal facility of Institut Curie, in accordance with institutional guidelines, and housed in a 12-h light/12-h dark environment with free access to water (osmotic water) and food (MUCEDOLA, 4RF25SV Aliment Pellets 8 × 16 mm irradiated 2.5 Mrad and DietGel Recovery, 2 oz/DietGel Boost, 2 oz). Littermates or age-matched mice were used as controls for all experiments involving knockout animals. Breeder mice were previously backcrossed to C57BL/6 mice for seven generations. C57BL6/J mice were obtained from Charles River (000664). CCR7–GFP mice were obtained from Jackson Laboratory (027913) and were bred in our animal facility^30^. *Itgax*-*cre* mice were bred in our animal facility^54^. *Arpin-* and *Pla2g4a-*conditional-knockout mice were generated by Centre d’Immunophénomique using CRISPR–Cas9 technology and were crossed in our animal facility with *Itgax-cre* mice. *Ikbkb-*knockout mice were from the laboratory of T. Lawrence (Centre d’Immunologie de Marseille-Luminy, Marseille, France), as described in Baratin et al.^41^. WASp^KO^ mice on a C57BL/6 (CD45.2) genetic background were from the laboratory of F.B. Experiments were performed using homozygous WASp^–/–^ mice as knockout animals. *Lmna*^fl/fl^*Vav1-cre*^+/−^ (lamin A/C CK^55,56^)mice were obtained from the laboratory of N.M. YFP–CD11c mice were from the laboratory of S. Amigorena (Institute Curie, U932, Paris, France)^57^.

### Cells

DCs were obtained following a protocol adapted by the Ricciardi-Castagnoli and Amigorena labs. Using this differentiation protocol >90% of the cells recovered after 10 days of culture are positive for the CD11c marker, in addition to MHC class II^58,59^. In brief, both whole legs from 6- to 8-week-old mice were flushed to obtain bone marrow. Cells were maintained in culture for 10 days in IMDM (Sigma-Aldrich) containing decomplemented and filtered 10% fetal bovine serum (FBS; Biowest), 20 mM l-glutamine (Gibco), 100 U ml^–1^ penicillin–streptomycin (Gibco), 50 μM 2-mercaptoethanol (Gibco) and 50 ng ml^–1^ granulocyte–macrophage colony-stimulating factor containing supernatant obtained from transfected J558 cells tested by enzyme-linked immunosorbent assay. At days 4 and 7 of culture, cells were detached using PBS-EDTA (5 mM) and replated at 0.5:10^6^ cells per ml of medium. The obtained cells were then used at day 10 or 11 as immature cells. This differentiation protocol also promotes the differentiation of granulocytes and macrophages, but they can be separated from DCs based on their adhesion. Granulocytes are eliminated during differentiation because they are nonadherent, whereas macrophages are much more adherent than the other two cell types and stick to the bottom of the plate. The semiadherent fraction of cells, which corresponds to DCs, was thus recovered at day 10 or 11.

#### DC maturation

Day 10 cells were stimulated with 100 ng ml^–1^ LPS (*Salmonella enterica* serotype Typhimurium; Sigma) for 25 min, washed three times with complete medium, replated in fresh medium, left overnight in the incubator and used.

### Six-well plate confiner

Confinement was performed using a six-well plate confiner as previously described^26^.To make the polydimethylsiloxane (PDMS; RTV615) pillars at a certain height, 12-mm glass coverslips were sonicated in methanol, washed in ethanol, plasma treated and placed on the top of a PDMS mixture on top of wafer molds that contained the pillars at the desired height. The PDMS mixture was composed of PDMS A:cross-linker B at a ratio of 1:10 (wt/wt). After adding the coverslips to the wafers, the wafers were baked at 95 °C for 15 min and carefully removed using isopropanol. The wafers were then washed again with isopropanol, dried and plasma treated for 2 min. Next, the molds were incubated with nonadhesive pLL-PEG (SuSoS, PLL (20)-g [3.5]-PEG (2)) at 0.5 mg ml^–1^ in 10 mM HEPES (pH 7.4) buffer for 1 h at room temperature. The coverslips were washed well with water to remove all remaining PEG and incubated in cell medium for 2 h before confinement. To perform the confinement steps, we used a modified version of a classical six-well plate cover; large PDMS pillars were stuck on the coverlid. Six-well plates with a glass bottom were used for cell imaging (MatTek, P06G-1.5-20-F).

### Live imaging experiments

Live timelapse recordings were acquired by Nikon video microscopy with a ×20/0.75-NA dry objective for 4–6 h at 37 °C with 5% CO_2_ atmosphere, by confocal microscopy (Leica DMi8, SP8 scanning head unit) with a ×40/1.3-NA oil objective with a resolution of 1,024 × 1,024 pixels or by inverted spinning desk confocal microscopy with a ×60/1.4-NA oil objective. All microscopes were controlled by Meta Morph software. Images were processed using ImageJ software^60^ (NIH, http://rsb.info.nih.gov/ij/index.html), and analyses were performed using the same software. The following drugs and reagents were used for live imaging experiments: NucBlue (Hoechst33342; DNA marker; Thermo Fischer, R37605), AACOCF3 (selective phospholipase A_2_ inhibitor; Tocris, 1462-5), CK666 (selective ARP2/3 inhibitor; Tocris, 3950), BI605906 (selective IKKβ inhibitor; Tocris, 53001) and PGE_2_ (Stem Cell, 72372).

For GFP quantification, imaging was performed using both phase contrast and GFP channels. Images corresponding to each time point of interest were collected for each condition, the outline of each cell was drawn by hand on the *trans* images, and the mean GFP signal was calculated on the corresponding GFP image using a homemade macro. Of note, only cells with an intensity higher than the background were plotted.

### Lentivirus transduction

Transduced DCs were obtained by transfection of bone marrow-derived DCs. Bone marrow-derived DCs were plated at a concentration of 1 million cells per 2 ml of medium. On day 4, 40 ml of fresh pTRIP-SFFV-GFP-NLS lentivector supernatant was loaded in Ultra-Clear Centrifuge tubes (Beckman Coulter) and ultracentrifuged at 100,000*g* in a SW32 rotor (Beckman Coulter) for 90 min at 4 °C and resuspended in 400 µl of DC medium. Ultracentrifuged virus (200 µl) was used to infect one well of cells in the presence of 8 µg ml^–1^ protamine. Cells were then left for 48 h, washed to remove the viral particles and incubated in new medium until day 10 of culture. For the NLS–GFP construct, pTRIP-SFFV-EGFP-NLS was generated introducing the SV40 NLS sequence (PKKKRKVEDP) by overlapping PCR at the C terminus of GFP in pTRIP-SFFV.

### Immunofluorescence microscopy

After removing the confinement, samples were fixed directly with 4% paraformaldehyde for 30 min, permeabilized with 0.2% Triton X-100 and incubated overnight with primary antibodies at 4 °C. The next day, samples were washed with PBS and incubated with the corresponding secondary antibodies for 1 h, washed three times with PBS and mounted with Fluoromount solution. Imaging was performed using a confocal microscope (Leica DMi8, SP8 scanning head unit) with a ×40/1.3-NA oil objective and a resolution of 1,024 × 1,024 pixels. The following primary antibodies were used for the immunofluorescence stainings: anti-CCR7 (Abcam, ab32527; 1:100), anti-cPLA_2_ (Cell Signaling (Ozyme), 2832; 1:100), anti-NF-κB P65 (Cell Signaling, mAB 8242; 1:200), anti-LAP2 (BD Biosciences, 611000; 1:200) and Alexa Fluor-coupled phalloidin (Invitrogen; 1:300). The following secondary antibodies were used: Alexa Fluor 647 goat anti-rabbit (Invitrogen, A21244; 1:300) and Alexa Fluor 488 goat anti-mouse Fab_2_ (Invitrogen, A11017; 1:300).

#### Calculation of fluorescence intensity

Images were acquired as *z* stacks with a step size of 0.33 µm for each position. Using a homemade macro, the plane of the nucleus was used to quantify the florescence intensity by making a mask on both the nucleus (DAPI channel) and the cell (phalloidin channel).

### Transfection and short interfering RNA (siRNA)

Bone marrow-derived DCs at day 7 (3 × 10^6^) were transfected with 100 μl of Amaxa solution (Lonza) containing siRNA (control or target specific) following the manufacturer’s protocol. Cells were further cultured for 48 h. The following SMARTpool siRNAs were used: ON-TARGETplus *Pla*_*2*_*g4a* siRNA (Dharmacon, L-009886-00-0010) and ON-TARGETplus Non-Targeting Control Pool (Dharmacon, D-001810-10-20).

### RT–qPCR

After removing the confinement, lysis buffer was added directly to recover the confined cells. RNA extraction was performed using an RNeasy Micro RNA kit (Qiagen) according to the manufacturer’s protocol. cDNA was produced using a high-capacity cDNA synthesis kit (Thermo Fisher), according to the manufacturer’s protocol, starting from 1 μg of RNA. qPCR experiments were performed using Taqman Gene Expression Assays (Applied Biosystems) on a Lightcycler 480 (Roche) using the settings recommended by the manufacturer. The following primers were used: Mm99999130_s1 for *Ccr7*, Mm01284324_m1 for *Pla*_*2*_*g4a* and Mm99999915 for *Gapdh* (endogenous control). The expression of each gene of interest was assessed in immature nonconfined cells. Samples were run in triplicate for each condition. Data were subsequently normalized to *Gapdh* values. Values obtained in control immature cells were used as a base unit equal to 1, thus allowing for display of the data as ‘fold greater’ than immature cells. Fold change was calculated using the formula $$2^{-\Delta\Delta C_{\mathrm{t}}}$$.

### Flow cytometry

After confining the cells, the confiner was removed, and cells were recovered directly by gently washing with medium. Cells were resuspended in buffer (PBS supplemented with 1% bovine serum albumin and 2 mM EDTA). After blocking with Fc antibody (BD Biosciences, 553142; 1:1,000) and processing with a live/dead staining kit (Thermo Fischer, L34966) for 15 min, cells were stained with the desired antibodies for 20 min (at 37 °C for CCR7 staining and at 4 °C all other antibodies). Cells were then washed three times and resuspended in staining buffer. Flow cytometry was performed on an LSRII flow cytometer (BD Biosciences), and data were analyzed using FlowJo software version 10. Mean florescence values of each condition were plotted with GraphPad Prism version 8. The following antibodies were used: anti-CD80 (BD Biosciences, 553769, clone 16-10A1; 1:100), anti-MHC class II (Ozyme, BLE107622, clone M5/114.15.2; 1:400), anti-CD86 (Biolegend, 105037, clone GL-1; 1:200) and anti-CD11c (BD Biosciences, 550261, clone HL3; 1:200) with the corresponding isotypes to each antibody.

For the T cell presentation assay, OVA peptide (Cayla, vac-isq) was added to each condition with the corresponding concentration. Cells were then confined, recovered and counted. T cells were purified from OT-II mice, stained with CFSE and added to the recovered DCs at a ratio of 10:1, respectively. Cells were plated in round-bottom, 96-well plates. OT-II T cell activation was analyzed 18 h later, and after 3 days, proliferation was measured by flow cytometry. Cells were stained in 2 mM EDTA and 5% FBS in PBS following the same protocol as described earlier. Flow cytometry was performed on an LSRII flow cytometer (BD Biosciences), and data were analyzed using FlowJo software version 10. Percentage values were plotted with GraphPad Prism version 8. The following antibodies were used: anti-CD4 (BD Biosciences, 553051, clone RM4-5; 1:100), anti-CD69 (eBioscience, 48-0691-82, clone H1.2F3; 1:300) and anti-TCR (BD Biosciences, 553190, clone MR9-4; 1:300).

### RNA-seq

After removing the confinement, lysis buffer was added directly to recover the confined cells. RNA extraction was performed using an RNeasy Micro RNA kit (Qiagen), according to the manufacturer’s protocol. RNA-seq libraries were prepared from 300 ng to 1 µg of total RNA using an Illumina TruSeq Stranded mRNA Library Preparation kit and an Illumina Stranded mRNA Prep Ligation kit, which allowed strand-specific RNA-seq. First, poly(A) selection using magnetic beads was performed to focus sequencing on polyadenylated transcripts. After fragmentation, cDNA synthesis was performed, and the resulting fragments were used for dA-tailing and were ligated to the TruSeq indexed adapters (for the TruSeq kit) or RNA Index Anchors (for the mRNA Ligation kit). PCR amplification was performed to generate the final indexed cDNA libraries (with 13 cycles). Individual library quantification and quality assessment was performed using a Qubit fluorometric assay (Invitrogen) with a dsDNA High-Sensitivity Assay kit and LabChip GX Touch using a High-Sensitivity DNA chip (PerkinElmer). Libraries were then pooled at equimolar concentrations and quantified by qPCR using a KAPA library quantification kit (Roche). Sequencing was performed on a NovaSeq 6000 instrument from Illumina using paired-end 2 × 100 bp sequencing to obtain around 30 million clusters (60 million raw paired-end reads) per sample.

### RNA-seq data analysis

Library read repartition (for example, for potential ribosomal contamination), inner distance size estimation, gene body coverage and strand specificity were performed using FastQC, Picard-Tools, Samtools and RseQC. Reads were mapped using STAR^61^ on the mm39 genome assembly.

Gene expression was estimated as described previously^62^ using Mouse FAST DB v2021_2 annotations. Only genes expressed in at least one of the two compared conditions were analyzed further. Genes were considered expressed if their fragments per kilobase per million mapped reads (FPKM) value was greater than the FPKM of 98% of the intergenic regions (background). Analysis at the gene level was performed using DESeq2 (ref. ^63^). Genes were considered differentially expressed if the fold change value was ≥1.5 and the *P* value was ≤0.05. Pathway analyses and transcription factor network analyses were performed using WebGestalt 0.4.4 (ref. ^64^), merging results from upregulated and downregulated genes only as well as all regulated genes. Pathways and networks were considered significant with a false discovery rate of ≤0.05. Graphics (heat map, MDS, scatter and volcano plots) were generated using R v4.2.1 with the help of pheatmap, ggplot2 and EnhancedVolcano^65^ packages, respectively. Heat maps were created using the *z* score of EdgeR-normalized counts.

### Analysis of microarray data

GSE49358 microarray data^39^ were downloaded from Gene Expression Omnibus (GEO) and annotated using the ‘mogene10stprobeset.db’ R package (v. 2.7). cPLA signature genes were displayed as heat maps using tidyverse (v. 1.3.0), scales (v. 1.1.1) and readxl (v. 1.3.1).

### In vivo analysis of DC subsets

For the in vivo analysis of DC subsets, both male and female wild-type and knockout littermates at the age of 8–12 weeks (*n* = 6 to 9 mice per experiment) were used. To collect cells from the skin, a section of skin (1 cm^2^) was cut and transferred to a 1-ml Eppendorf tube containing 0.25 mg ml^–1^ liberase (Sigma, 5401020001) and 0.5 mg ml^–1^ DNase (Sigma, 10104159001) in 1 ml of RPMI (Sigma). The skin was cut using scissors and incubated for 2 h at 37 °C. To collect cells from lymph nodes, inguinal lymph nodes were removed and transferred to an Eppendorf tube containing 500 µl of RPMI. DNase and collagenase were added at 0.5 mg ml^–1^ and 1 mg ml^–1^, respectively. The lymph nodes were further cut with scissors and incubated for 20 min at 37 °C. Cells were resuspended in PBS supplemented with 0.5% bovine serum albumin and 2 mM EDTA at 4 °C, filtered and stained following the same protocol as described earlier. The following antibodies were used: anti-CCR7 (Biolegend, 120114, clone 4B12; 1:50), anti-CD11c (eBioscience, 25-0114-81, clone N418; 1:800), anti-CD326 (Biolegend, 118217, clone G8.8; 1:800), anti-CD86 (BD Pharmingen, 553692, clone GL-1; 1:800), anti-CD11b (Biolegend, 101237, clone M1/70; 1:500), anti-MHC class II (eBioscience, 56-5321-80, clone I-A/I-E-M5/114.15.2; 1:250), anti-CD45 (eBioscience, 61-0451-82, clone 30-F11; 1:100), anti-CD8a (BD Bioscience, 553035, clone 53-6.7; 1:100) and anti-CD103 (eBioscience, 46-1031-80, clone 2E7; 1:100). Counting beads were used to normalize the number of cells to the number of beads. Flow cytometry was performed on an LSRII flow cytometer (BD Biosciences), and data were analyzed using FlowJo software version 10. Percentage values were plotted with GraphPad Prism version 8.

### Calculation of EOP_NE_

To calculate the EOP, we made a mask on the nucleus, then from the RIO function in ImageJ, we obtained the values of nuclear ‘area’ and ‘perimeter’ (*P*). We then calculated *R*_0_, which is the radius of a circle defined by the area of the nucleus. The ratio between *P* − 2π*R*_0_ and 2π*R*_0_ was calculated as the EOP_NE_. EOP values close to 1 indicate a highly folded (and thus less tensed) envelope, whereas EOP values close to 0 indicate a smooth surface with fewer folds (and thus a more tensed envelope).

### Calculation of EFC

Based on the work by Tamashunas et al.^66^, we fit contour with sum of successive Fourier ellipses (total number of ellipses for good fit of 25). We first made a mask of all the nucleus that needed to be analyzed and then automatically compared the relative contributions of the first-order ellipse to those of the later-order ellipses. The larger the EFC ratio, the more regular/smooth the shape. The EFC ratio is the sum of major and minor axes of the first ellipse divided by the sum of the major and minor axes of all others

### Multiphoton imaging of immune cells in mouse ear skin ex vivo

CD11c–EYFP mice were injected intravenously with 20 µl of CD31 (Thermo Fisher, 5278509) 5 min before being killed. Mouse ears were retrieved by cutting them with scissors and placing them in RPMI at 37 °C. Hair was removed with forceps. Ears were mechanically opened in two sheets with two forceps and were maintained in RPMI. The thick part of the posterior sheet was cut and prepared for imaging by piercing a piece of tape with several holes using a 29-G needle. Using a tissue, the epidermis of the posterior ear sheet was dried and placed on the pierced tape. The sheet was flattened as much as possible without damaging the dermis and placed at the bottom of a fluorodish, and 1 ml of preheated imaging medium was added. The tissue was imaged with a Biphoton microscope (×20; CD11c (orange), CD31 (blue) and fibrillar collagen (gray)).

### Calculation of the minimum and maximum diameter of DCs in ear skin

We selected several cells from the field of view and duplicated their corresponding movies. The cell masks were created using the thresholding function in ImageJ. Subsequently, we duplicated the movie with the mask and applied the ‘skeletonize’ function in ImageJ. This function tags all the pixels/voxels in a skeleton image and then counts all junctions, triple and quadruple points and branches. It automatically generated a region of interest with all the different frames of the cells. For the other mask’s movie, we applied the ‘distance map’ function, which generates a Euclidean distance map. Each pixel in the image was replaced with a gray value equal to the pixel’s distance from the nearest background pixel. The region of interest with the different frames was measured on the distance map of each frame for one cell. Measurements of the average, minimum and maximum lengths of each frame were calculated. We then calculated the average minimum (or maximum) diameter for one cell over several frames.

### Calculation of the time spent with a minimum cell diameter

For each cell, we duplicated the corresponding movie to track the cell over a minimum time scale of 40 min. We measured and recorded the minimum diameter of the cell at each time point throughout the entire duration of the movie. Subsequently, we calculated and plotted the time spent at a minimum diameter of 2–4 µm or at higher than 4 µm.

### FLIM measurements for nuclear envelope tension

HeLa Kyoto EMBO cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin–streptomycin. ER Flipper-TR probe from Spirochrome (SC021) was added 30 minutes before the start of the experiment. For the FLIM experiments involving CK666, cells were plated in Fluorobright (Gibco) supplemented with 10% FBS, 1% penicillin–streptomycin, 1× GlutaMAX (Gibco) and 25 mM HEPES for 30 min and incubated with 30 µM CK666 and 1 µM ER Flipper-TR for 30 min.

### Statistics and data handling

Analyses were performed using GraphPad Prism 8 software. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^21^. Data distribution was assumed to be normal (unless stated otherwise), but this was not formally tested. Mice were chosen randomly for the experiments. Experimental conditions were organized randomly. Data collection and analysis were not performed blind to the conditions of the experiments. No data points nor animals were excluded from the analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-024-01856-3.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Video 1 Example of a CD11c–YFP DC in yellow migrating in the ear dermis observed by second-harmonic generation, with collagen fibers in gray and lymphatics in blue. In a white box is a zoom in on one cell that constantly undergoes shape changes while migrating; time interval, 2 min; scale bar, 100 µm. Movie created with ImageJ.

Supplementary Video 2 Bone marrow-derived DCs from CCR7–GFP mice under confinement at heights of 4, 3 and 2 µm. Top, images of cells in transmission light (in gray) and GFP signal (in green). Bottom, GFP signal using false colors (Physics LUT). The warmer the color, the greater the intensity of GFP signal. The transmission images were corrected for bleach (with the function bleach correction in ImageJ), and GFP signal was smoothed using the Median filter. Time is shown in minutes (using the time stamper function). Movie created with ImageJ.

Supplementary Video 3 Example of NLS–GFP expression in bone marrow-derived DCs under confinement at a height of 2 µm. The movie shows examples from two different positions of the same condition displaying rupture (when the GFP signal is diffused) and repair (when the signal is concentrated in the nucleus) events. The stacks were merged using the stack-merge function in ImageJ. The movie is a maximum *z* projection of the GFP signal. Time is shown in minutes (using the time stamper function). Movie created with ImageJ.

Supplementary Video 4 Example 1 of immature DCs expressing LifeAct–GFP in gray and stained with NucBlue to visualize the nucleus (DNA) in red. Example 2 of immature DCs expressing LifeAct–GFP in green directly under confinement. Cells were stained with NucBlue to visualize the nucleus (DNA) in red. Movies are in *z* stack (step size of 0.33 µm). Top, *xy* images. Bottom, *xz* images. These data demonstrate the accumulation of an ARP2/3-dependent actin cloud in the perinuclear area when the cells were under confinement at a height of 3 µm. Movie created with ImageJ.

Supplementary Video 5 A movie of live WASp^WT^ (left) or WASp^KO^ (right) DCs under confinement at a height of 3 µm. These data demonstrate that both cell types are alive; however, WASp^KO^ cells stay round and do not move as much as the WASp^WT^ cells; timelapse of 2 min. Time is shown in minutes (using the time stamper function). Movie created with ImageJ.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Figs. 1–7 Statistical source data for all Extended Data figures.

## Data Availability

RNA-seq data have been deposited in the GEO under the accession code GSE207653. Raw data quantification used to generate figures are available on FigShare at 10.6084/m9.figshare.25236715 (ref. ^67^). GSE49358 microarray data were accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49358. The confinement protocol is deposited on Protocol Exchange at 10.21203/rs.3.pex-2616/v1 (ref. ^68^). Source data are provided with this paper.

# Supplementary material for: Cell shape sensing licenses dendritic cells for homeostatic migration to lymph nodes
**Source:** Nat Immunol. 2024 Jun 4;25(7):1193–206. doi: 10.1038/s41590-024-01856-3
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All microscopes were controlled by Meta Morph software for data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | Image analysis was performed using ImageJ software (version ImageJ2)., For image analysis custom made codes from ImageJ were used and they are available on Github ( <a href="https://github.com/Zalraies/Alraies-at-al-2024">https://github.com/Zalraies/Alraies-at-al-2024</a> ).For FACS: data were analyzed using FlowJo software (version 10). All statistical analysis was done by Graph pad prism (version 8). For RNA seq data: Gene expression was estimated as described previously [PMID: 34495298] using Mouse FAST DB v2021_2 annotations, Pathway analyses and transcription factor network analysis were performed using WebGestalt 0.4.4 [92][PMID: 31114916], Microarray data were annotated using the ‘mogene10stprobeset.db’ R package (v. 2.7). cPLA2 signature genes were displayed as heatmaps using tidyverse (v. 1.3.0), scales (v. 1.1.1), readxl (v. 1.3.1). Heat map, MDS, scatter and volcano plots were generated using R v4.2.1 with the help of pheatmap, ggplot2, and EnhancedVolcano [PMID:27207943] packages respectively. The heat maps were created using the Z-score of EdgeR normalized counts. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw RNA-seq data are available at GEO under the number: GSE207653: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi>

Raw data quantification used to generate the figures are available on FigShare: DOI: 10.6084/m9.figshare.25236715

The GSE49358 microarray data (Tamoutounour et al., 2013) were downloaded from GE: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49358>

Confinement protocol is deposited on protocol exchange, DIO: <https://doi.org/10.21203/rs.3.pex-2616/v1>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications (Lomakin et al., Science 2020).                                                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Statistical analysis was carried out using Prism 8 (GraphPad Software). Statistical analysis was conducted on data from three or more biologically independent experimental replicates. Data distribution was assumed to be normal (unless stated otherwise), but this was not formally tested. Statistical significance was calculated between two groups by Mann-Whitney test. Ordinary Mann-Whitney with multiple comparison was used to calculate statistical significance between multiple groups. Analyses were performed using GraphPad Prism 8 software. |
| Randomization   | Experimental conditions were organized randomly, mice were chosen randomly for the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Data collection and analysis were not performed blind to the conditions of the experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                           |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------|

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | <i>quantitative experimental, mixed-methods case study).</i>                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Research sample   | <i>State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.</i>                                                                                                                                  |
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |                                                                                                                                               |
|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                              |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i> |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in</i>     |

|                        |                                                                                                                                                                                                    |
|------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Access & import/export | <i>compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>For DC in LN FACS analysis: Anti-CCR7 (Biolegend #120114, clone 4B12, dilution: 1/50), anti-CD11c (eBioscience #25-0114-81, clone: N418, dilution: 1/800), anti-CD326 (Biolegend #118217, clone: G8.8, dilution: 1/800), anti-CD86 (BD pharmingen #553692, clone: GL1, dilution: 1/800), anti-CD11b (Biolegend #101237, clone: M1/70, dilution : 1/500), anti-MHCII (eBioscience #56-5321-80, clone: I-A/I-E - M5/114.15.2, dilution: 1/250), anti-CD45 (eBioscience #61-0451-82, clone: 30-F11, dilution: 1/100), anti-CD8a (BD bioscience #553035, clone: 53-6.7, dilution: 1/100), anti-CD103 (eBioscience #46-1031-80, clone: 2E7, dilution: 1/100).</p> <p>For T cell FACS analysis: anti-CD4 (BD # 553051, clone RM4-5, dilution: 1/100), anti-CD69 (eBioscience # 48-0691-82, clone H1.2F3, dilution: 1/300), anti-TCR (BD # 553190, clone MR9-4, dilution: 1/300).</p> <p>For DC FACS analysis: anti-CD80 (BD # 553769, clone 16-10A1, dilution: 1/100), anti-MHCII (Ozym # BLE107622, clone M5/114.15.2, dilution 1/400), anti-CD86 (Biolegend # 105037, clone GL-1, dilution: 1/200), anti-CD11c (BD # 550261, clone HL3, dilution: 1/200), Fc antibody (BD #553142, dilution 1/1000).</p> <p>For IF: anti-CCR7 (abcam #ab32527, dilution : 1/100), anti-cPLA2 (cell signalling (Ozyme) #2832, dilution 1/100), anti-NF-κB P65 (cell signalling #mAB 8242, dilution 1/200), anti-Lap2 (BD Bioscience # 611000, dilution 1/200), Alexa Fluor-coupled Phalloidin (Invitrogen, dilution 1/300).</p> <p>For secondary antibodies the following were used: Alexa 647 goat anti rabbit (Invitrogen, A21244, 1/300) and Alexa 488 goat anti mouse Fab2 (Invitrogen, A11017, 1/300).</p> |
| Validation      | All antibodies were validated on KO cells                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                     |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HeLa EMBL (Kyoto) were from Valerie Doyen, J588 cell lines were from S. Amigorena (Institut Curie). Both cell lines are originally commercially available on American Type Culture Collection ATCC. |
| Authentication                                                    | No authentication is done                                                                                                                                                                           |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in the study                                                                                                                                                  |

## Palaeontology and Archaeology

|                     |                                                                                                                                                                                                                                                                                |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i> |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                            |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where</i>                                                                                                                                       |

## Dating methods

*they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

For animal care, we strictly followed the European and French National Regulation for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (Directive 2010/63; French Decree 2013-118, Authorization DAP number 43530-2023051216135493 v2 given by National Authority). Experiments were performed on 8 to 14 weeks-old male or female mice. Mice were maintained under specific pathogen-free conditions at the animal facility of Institut Curie, in accordance with institutional guidelines, housed in a 12h light:12h dark environment with free access to water (osmotic water) and food (MUCEDOLA - 4RF25SV Aliment Pellets 8\*16mm irradiated 2,5 Mrad, and DietGel® Recovery, 2 oz / DietGel® Boost, 2 oz) . Littermates or age-mated mice were used as controls for all experiments involving knockout animals; breeder mice were previously backcrossed to C57BL6 for 7 generations. C57BL6/J mice were obtained from Charles River, catalog #000664. CCR7-GFP mice were obtained from Jackson laboratory (stock# 027913), bred in our animal facility, original paper: Nakano H et al., 2013. CD11c-Cre mice: bred in our animal facility (Caton et al., 2007). Arpin and cPLA2 conditional knockout mice were generated by CIPHE (Centre d'Immunophénomique) Marseille, France. Both mice were generated using CRISPR cas-9 technique to generate cPLA2 and Arpin Flox mice that were crossed in our animal facility with Cd11c Cre mice. Ikbb knockout mice were from Toby Lawernce laboratory described in Baratin et al., 2015. WASp KO mice on a C57BL/6 (CD45.2) genetic background were from Federica Benvenuti lab mice. Experiments were performed using homozygous WASp -/- as KO. Lmna fl/fl Vav1-Cre+/- (lamin A/C CK) mice were obtained from the lab of Nicolas Manel. YFP CD11c mice: From the lab of S. Amigorena (original paper: Lindquist et al, 2004).

## Wild animals

The study didn't involve wild animals

## Reporting on sex

Males and females were used

## Field-collected samples

No field collected samples were used in this study

## Ethics oversight

For animal care, we strictly followed the European and French National Regulation for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (Directive 2010/63; French Decree 2013-118, Authorization DAP number 43530-2023051216135493 v2 given by National Authority).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

## Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- |                                     |                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| No                                  | Yes                                                                                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

cells were recovered directly by gently washing with medium. Cells were re-suspended in the buffer (PBS BSA 1% EDTA 2mM). After blocking with Fc antibody (BD #553142) and live/dead staining kit (Thermo # L34966) for 15 min, cells were stained with the desired antibodies for 20 min. Cells were then washed three times and re-suspended in the staining buffer.

Instrument

Flow cytometry was performed on LSRII (BD)

Software

FlowJo software version 10

Cell population abundance

cells of interest were highly abundant in the culture and were defined by a gating strategy and checked for viability using live dead staining whenever applicable

Gating strategy

Gating strategy to quantify DCs in skin-draining lymph nodes and skin of mice at steady-state: after gating on live cells, immune cells were identified as CD45high; CD11c and MHCII were then used to differentiate lymph node-resident DCs

(MHCII low, CD11chigh) from migratory DCs (MHCIIhigh, CD11chigh). Among migratory cDCs, mDC1s were identified as CD11bhigh, CD103low and mDC2s as CD11bhigh, EPCAMlow.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

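The data are bulk RNA-seq libraries of bone marrow-derived DCs, cultured for 10 days, from cPLA_2_ WT and cPLA_2_ KO mice. The cells were nonconfined, confined at a height of 3 µm or treated with 100 ng ml-1 LPS, which makes 6 conditions with 3 libraries each and 18 libraries in total. The sample labels place the collection of the confined cells 4 h after confinement. According to the Methods, cells matured with LPS were washed and cultured overnight before use. Conditions and replicate numbers were taken from the sample labels. The protocol text in these labels mentions LPS for each of the 18 samples, whereas the titles and the entries for treatment name LPS only for the LPS groups, and the latter were followed.

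The deposited table holds gene-level signal values that the authors made, according to the Methods and the table's name, by mapping reads with STAR to mm39, estimating gene expression on the Mouse FAST DB annotation and dividing each library's gene counts by its DESeq2 size factor. The values were treated as normalized counts and not as raw counts. Whole reads were recovered by multiplying each library's values by the factor that turns them into whole numbers. Of all values, 100% came out whole, and the recovered reads per library ranged from 33027230 to 61300021 with a median of 40950398. At this depth counting error is small for most genes tested, and the spread between libraries limits the precision. Of 13410 tested genes whose symbol is found once in both the table and the GENCODE annotation of GRCm39, 13409 overlap in position.

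Values were analysed as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes with a trend, a mean per condition and no further term. A gene was tested if it had at least 10 normalized counts in at least 3 libraries, and p-values were adjusted within each comparison by the Benjamini-Hochberg method. Calls needed an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the legend of Fig. 6b. For the pattern of *Ccr7* and for single genes, calls needed the adjusted p alone. The comparisons were confined against nonconfined cells in each genotype, their interaction, cPLA_2_ KO against cPLA_2_ WT cells in each treatment, LPS against nonconfined cells in each genotype, and confined against LPS-treated cPLA_2_ WT cells. Distances between libraries were those of limma's plotMDS with the 500 genes that differ most between a pair, and their ratios were tested by exact permutation of the genotype labels within a treatment. The smallest p that 3 libraries against 3 can give in this one-sided test is 0.1. In no comparison were the residual correlations of libraries with the same replicate number all above 0.1, so the numbers were not used as pairs.

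The correlation between the changes with confinement and with LPS was set beside 100 simulations of unchanged groups compared with the same nonconfined libraries (seed 1). These groups were drawn around the means of the nonconfined libraries, so the error of the shared libraries is not part of the simulations. Gene lists were tested with camera at its preset correlation of 0.01, with fry and an estimated correlation beside it, for 5 comparisons, with adjustment over all 60 combinations. The 12 lists hold genes of interferon response not shown in Fig. 6d, NF-kB targets, migratory or mature DCs, neutrophils, macrophages, mast cells and basophils, cell division, cholesterol synthesis, low oxygen, heat shock, amino acid and ER stress, and the Y chromosome. The tests, the thresholds, these lists and the alternatives were fixed before the data were examined. A list of eosinophil genes, a list of genes that part the genotypes in both nonconfined and confined cells with an absolute log2 fold change above 2, and the settings without a threshold on the fold change were chosen after values had been seen.

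The genes named are those the paper names for these samples in its text, in Fig. 6c,d and Fig. 7b,e and beside Extended Data Fig. 5c, except for a gene that is not reported here. For the interaction and for cPLA_2_ KO against cPLA_2_ WT cells in nonconfined and LPS-treated cells, the 3 genes with the largest increase and the 3 with the largest decrease were added from the genes called, given a mean of at least 100 normalized counts and no overlap between the libraries compared. *Lrmda*, *Epx*, *Prg2*, *Ear1* and *Xist* were named after their values were seen.

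The alternatives were pseudocounts of 0.5 and 5, no filter, a filter of 100 normalized counts, the same total per library, TMM scaling, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, fits of the compared conditions alone, a term for the replicate number, the thresholds of the Methods (a fold change of 1.5 and an unadjusted P value of 0.05), and each library left out in turn. The pipeline was tested on simulated data with 200 changed genes among 17268, of which limma recovered 200 with 5 false calls. The simulated changes were well past the threshold on the fold change and lay in genes above a minimum count. Recovery of changes near the threshold was therefore not tested, and the simulated data held no differences between donors. Figures were drawn with matplotlib 3.10.9. The authors' filter on the signal of intergenic regions was not repeated because it needs the mapped reads. Pathway and transcription factor analyses were not repeated. Experiments with CK666 and other treatments were not analysed here.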

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

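The tests for eosinophils and for LPS-treated cells among the confined cells were chosen only after the results were seen.

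The change with confinement differed between the genotypes, by a test of the difference itself, in 1173 genes with a lower and 198 genes with a higher change in cPLA_2_ KO than in cPLA_2_ WT DCs. Among the named genes, 56 had an adjusted p under 0.05 for the interaction. Other splits of the 12 libraries were tried, with the genotype labels exchanged within the nonconfined and the confined libraries. Of 100 drawn from the 200 possible splits, the real one included, 5 gave as many genes as the real labels. All 5, the real labels among them, kept the genotypes of the confined libraries, as 7 of the drawn splits did. The largest count under changed labels was 1536 genes. Splits that changed the confined labels gave at most 2 genes. The count therefore rests on the difference between confined cPLA_2_ KO and cPLA_2_ WT libraries, and its size alone does not show that the nonconfined labels matter. Scaling each library to the same total moves the median interaction of all genes from 0.05 to 0.24 and the share of called genes with a higher change in cPLA_2_ KO DCs from 14.4% to 33.6%, so the prevalence of lower changes is weaker under that scaling but is not removed. Genotype and donor cannot be told apart in these libraries because the Y chromosome genes are found only in the cPLA_2_ KO libraries of both groups. A dependence of the response on cPLA_2_, as the paper proposes, and a difference between donors stay open.

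The change with confinement also differed between the genotypes in gene lists, here as the median interaction. It was -2.10 for the 44 interferon-stimulated genes outside Fig. 6d, -1.83 for 38 NF-kB target genes (lower in cPLA_2_ KO DCs for 38 of 38 genes), -0.88 for 30 genes of migratory or mature DCs and -0.33 for 28 genes of amino acid and ER stress. It was 0.54 for 19 cholesterol synthesis genes, 0.54 for 22 neutrophil genes and 0.41 for 30 cell division genes. These lists already differed between the genotypes without confinement. For cPLA_2_ KO against cPLA_2_ WT, the cell division genes had medians of -0.27 in nonconfined and 0.09 in confined libraries. The medians were -0.285 and 0.23 for the cholesterol synthesis genes and 0.46 and 1.05 for the neutrophil genes. The calls for cell division genes and for amino acid and ER stress genes did not hold with an estimated correlation, with adjusted p-values of 0.326 and 0.0985. The directions of these 7 lists held under TMM scaling and with the same total per library. For the interferon-stimulated genes, a pick of suitable genes for Fig. 6d was weighed as the source of the pattern. It would leave the genes outside the figure without an interaction, and their median of -2.10 argues against it.

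Of the 1307 genes lower in confined cPLA_2_ KO than in confined cPLA_2_ WT DCs, 983 (75.2%) were raised by LPS in cPLA_2_ WT DCs and 19 were lowered by it. Of the 498 genes higher in confined cPLA_2_ KO DCs, 154 (30.9%) were lowered and 38 raised by LPS. Across 11158 genes the correlation between the genotype difference in confined cells and the LPS response was -0.66, and these comparisons share no library. LPS-treated cells or their RNA in the confined cPLA_2_ WT libraries would bring each LPS-induced gene to a common percentage of its level in LPS-treated cells. Among 45 genes whose means in nonconfined cPLA_2_ WT and confined cPLA_2_ KO libraries were each at most 5% of the level with LPS, the percentage ranged from 1.21% to 84.9%, with a lower decile of 3.71%, a median of 27.7% and an upper decile of 68.8%, while the median SD between libraries was 1.23%. A single admixture as the whole cause cannot give such a range. The LPS level is that of the libraries labelled LPS cPLA_2_ WT, in which donor or genotype can differ from the other cPLA_2_ WT libraries. The protocol text of the sample labels mentions LPS for all samples, and the titles and entries for treatment only for the LPS groups. Exposure of the confined cPLA_2_ WT cells to a weak or different microbial stimulus was not tested, and neither was a shared program of confinement and LPS that needs cPLA_2_. Both stay open.

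The paper does not discuss 3 lists that were called higher in confined than in nonconfined cells of at least 1 genotype. The low-oxygen genes had a median change of 0.65 in cPLA_2_ WT and 0.35 in cPLA_2_ KO DCs and of 1.72 with LPS in cPLA_2_ WT DCs, where no confinement slide was used. Low oxygen under the slide predicts an increase in both genotypes, which was seen (0.35 in cPLA_2_ KO). LPS alone raised the list more, however, so that low oxygen and a response shared with LPS cannot be told apart, and the calls in cPLA_2_ WT and cPLA_2_ KO did not hold with an estimated correlation (adjusted p-values of 0.462 and 0.496). The cholesterol synthesis genes had a median change of 0.39 in cPLA_2_ KO DCs, a call that held with an estimated correlation (adjusted p = 0.024), and were not past the threshold in cPLA_2_ WT DCs (median -0.17, adjusted p = 0.138). The amino acid and ER stress genes had a median change of 0.20 in cPLA_2_ WT DCs, which did not hold with an estimated correlation (adjusted p = 0.222). With each library scaled to the same total their median was -0.02, against -0.23 for all genes tested. The adjusted p from camera was still 0.00322 under that scaling. No further technical explanation was tested for these 2 lists.

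The nonconfined cPLA_2_ KO libraries held signal that the nonconfined cPLA_2_ WT libraries lack or hold at lower levels. *Ddx3y* on the Y chromosome was at 935 normalized counts on average in nonconfined cPLA_2_ KO libraries and at no more than 3.05 in any nonconfined cPLA_2_ WT library. *Xist* was present in both, at 30772 ± 2865 (SD, n = 3) in nonconfined cPLA_2_ WT and 15188 ± 3543 (SD, n = 3) in nonconfined cPLA_2_ KO libraries. Different sexes of the donor mice predict Y chromosome genes in only 1 genotype, which was found, and the presence of *Xist* is consistent with cPLA_2_ KO libraries that pool donors of both sexes. Of the 206 genes called, 7 lie on the Y and 8 on the X chromosome. The sex chromosomes thus cover few of the calls, while 191 lie on autosomes. *Lrmda* on chromosome 14 was at 343 in nonconfined cPLA_2_ KO and at 26.8 in nonconfined cPLA_2_ WT libraries. No test separates genotype, sex and other donor differences for such autosomal genes.

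*Epx*, which encodes eosinophil peroxidase, was at 17646 normalized counts in nonconfined cPLA_2_ KO and 7005 in nonconfined cPLA_2_ WT libraries. The 5 most abundant genes of the eosinophil list (*Prg2*, *Epx*, *Ear1* and the combined entries *Ear7 // Ear6* and *Ear2 // Ear3 // Ear12*) were higher in nonconfined cPLA_2_ KO libraries by 1.20 to 1.61 on the log2 scale. This common direction is consistent with more eosinophils in the cPLA_2_ KO cultures, but the list was drawn up from the pattern, so the test (lowest change 1.20) cannot decide. In confined libraries the same genes were lower, by changes of -2.57 to -1.21 in cPLA_2_ WT and -2.63 to -0.52 in cPLA_2_ KO DCs. A loss of eosinophils alone would lower them by a common factor. The range up to -0.52 is wider than the standard errors of up to 0.18 and argues against loss as the whole cause. Lower transcription in these cells stays open. Lists fixed beforehand also differed between the nonconfined genotypes, although this comparison was not among the 5 set for them. The medians in cPLA_2_ KO against cPLA_2_ WT libraries were 0.53 for mast cell and basophil genes (12 higher, 0 lower) and 0.46 for neutrophil genes (19 higher, 3 lower). They were 0.17 for macrophage genes (14 higher, 5 lower) and -0.285 for cholesterol synthesis genes (0 higher, 19 lower).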

How the results depend on the processing

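The alternatives without a threshold on the fold change were chosen after the counts had been seen, and so was the restriction of the results per gene list below to the 37 combinations past the threshold. The others have no call to keep.

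The direction of every named change kept its sign with pseudocounts of 0.5 and 5, without a filter, with TMM scaling, with edgeR, with DESeq2 and with fits of the compared conditions alone. The exceptions are the scaling to the same total and the libraries left out, given below. Counts of genes moved with the thresholds, the filter and the scaling. Calls were shared in large part between tools. For the interaction, 1249 of the 1306 genes called by edgeR and 1302 of the 1428 called by DESeq2 were among the 1371 called by limma.

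Under the thresholds of the Methods, which are less strict, confinement raised 3269 and lowered 2898 genes in cPLA_2_ WT DCs, raised 2254 and lowered 1973 in cPLA_2_ KO DCs, and lowered 1614 in cPLA_2_ WT DCs only. The interaction was higher in cPLA_2_ KO DCs for 1019 and lower for 1937 genes. Compared to cPLA_2_ WT, cPLA_2_ KO DCs had 601 higher and 399 lower genes when nonconfined, 1366 and 2109 when confined, and 145 and 171 in the libraries labelled LPS. LPS raised 4080 and lowered 3619 genes in cPLA_2_ WT and raised 4082 and lowered 3771 in the libraries labelled LPS cPLA_2_ KO. Confined cPLA_2_ WT DCs had 2295 higher and 2393 lower genes than LPS-treated cPLA_2_ WT DCs. The overlap of confinement and LPS held 2393 raised and 1973 lowered genes, and 196 genes followed the pattern of *Ccr7*. A fold change of at least 1.5 in both directions left 167 such genes. The interaction in place of the calls in cPLA_2_ KO DCs left 385 genes lowered in cPLA_2_ WT DCs only.

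With no threshold on the fold change, limma called 5038 raised and 5075 lowered genes for confinement in cPLA_2_ WT DCs, of which 2111 and 2046 were called in cPLA_2_ WT DCs only. DESeq2 on the recovered reads called 5143 and 5154, of which 2146 and 2007 in cPLA_2_ WT DCs only.

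With at least 100 normalized counts in 3 libraries, fewer genes were tested. Confinement then raised 1248 and lowered 751 genes in cPLA_2_ WT and raised 531 and lowered 556 in cPLA_2_ KO DCs, with 837 raised and 427 lowered in cPLA_2_ WT DCs only and 90 with a higher change in cPLA_2_ KO DCs by the interaction. cPLA_2_ KO DCs had 75 higher and 21 lower genes when nonconfined and 198 and 863 when confined. LPS lowered 1376 genes in cPLA_2_ WT and 1385 in the libraries labelled LPS cPLA_2_ KO. Confined cPLA_2_ WT DCs had 536 higher and 816 lower genes than LPS-treated DCs, and the overlap held 519 lowered genes. Without a filter, 1 gene was higher in the libraries labelled LPS cPLA_2_ KO. With a pseudocount of 5, 31 genes were lower in nonconfined cPLA_2_ KO DCs, and the ratios of distances were 1.28 in nonconfined and 1.75 in confined cells. With Euclidean distances over all filtered genes the ratio was 1.48 in confined cells.

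Scaling each library to the same total shifts the median change of all genes, to -0.23 for confinement in cPLA_2_ WT DCs, 0.24 for the interaction, 0.19 for cPLA_2_ KO against cPLA_2_ WT in confined cells, -0.47 for LPS in cPLA_2_ WT, -0.44 for LPS in cPLA_2_ KO and 0.26 for confined against LPS-treated cPLA_2_ WT DCs. The counts below follow from these shifts. Confinement lowered 2141 genes in cPLA_2_ WT DCs, 1486 of them in cPLA_2_ WT DCs only. The interaction was higher in cPLA_2_ KO DCs for 506 genes, and 780 genes were higher in confined cPLA_2_ KO than cPLA_2_ WT DCs. LPS raised 1723 and lowered 4401 genes in cPLA_2_ WT and raised 1711 and lowered 4346 in the libraries labelled LPS cPLA_2_ KO. Confined cPLA_2_ WT DCs had 1907 higher genes than LPS-treated DCs, and the overlap held 1625 lowered genes. Small changes reversed. For confinement in cPLA_2_ WT DCs these were *Actr3* (-0.079), *Actr2* (-0.091), *Jun* (-0.023) and the amino acid and ER stress genes (-0.015). For LPS in cPLA_2_ WT DCs they were *Jun* (-0.33) and *Pla2g4a* (-0.062). For confined against LPS-treated cPLA_2_ WT DCs they were *Lpar1* (0.14), *H2-DMb1* (0.13), *Cd80* (0.27) and *Stat3* (0.19).

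With an estimated correlation, 21 of the 37 combinations of list and comparison called by camera were called. The cause was not tested.

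A block for the replicate number was added although the numbers did not pair the libraries. With the block, confinement raised 2032 and lowered 1360 genes in cPLA_2_ WT DCs, and the log2 fold change of *Ccr7* was 1.05 in cPLA_2_ WT and -0.88 in cPLA_2_ KO DCs.

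With each library left out in turn, nonconfined cPLA_2_ KO DCs had between 90 and 143 higher and between 20 and 95 lower genes. The lowest counts were without cPLA_2_ KO replicate 1 and without cPLA_2_ WT replicate 2, respectively, and 95 lower genes were found without cPLA_2_ KO replicate 2. In the libraries labelled LPS cPLA_2_ KO, between 0 and 1 genes were higher and between 0 and 1 lower. The ratio of distances between and within the LPS labels ranged from 0.939 to 1.04. The difference of *Ccr7* between the LPS labels ranged from -0.0035 to 0.089, with the lowest value without LPS cPLA_2_ KO replicate 1. For confined against LPS-treated cPLA_2_ WT DCs, *Jun* ranged from -0.0066 without confined cPLA_2_ WT replicate 1 to 0.055 and was at -0.0026 without LPS cPLA_2_ WT replicate 1, *Lpar1* ranged from -0.38 to 0.28, the latter without confined cPLA_2_ WT replicate 3, and *Cd80* from -0.10 to 0.065, the latter without LPS cPLA_2_ WT replicate 2. Apart from these reversals, the cause of which was not tested, single genes changed their side of the threshold as follows. Without 1 library, 23 were weaker and 1 was stronger. Under the other alternatives 47 were weaker, 30 of them under the thresholds of the Methods, and 7 were stronger. Among the gene lists 18 were weaker, 16 of them with an estimated correlation.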

Differences from the paper's values

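The paper states about 5000 upregulated genes in confined cPLA_2_ WT DCs in its text. The legend of Fig. 6b gives 5695, worded as upregulated in cPLA_2_ WT and cPLA_2_ KO DCs, for a chart that divides them into genes up in both genotypes and genes up only in cPLA_2_ WT, and the deposited values gave 2038 at the thresholds of that legend. For downregulated genes the paper's values are 4600 in the text and 4666 in the legend, against 1362 here. None of the alternatives set before the data were examined closed either gap. The nearest were the thresholds of the Methods, with 3269 upregulated and 2898 downregulated genes. With an adjusted p under 0.05 and no threshold on the fold change, limma gave 5038 upregulated and 5075 downregulated genes and DESeq2 on the recovered reads 5143 and 5154, and both settings were chosen after seeing the values.

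The paper's number of upregulated genes that relied on cPLA_2_ is 3600, against 1354 genes here that were upregulated in cPLA_2_ WT and not in cPLA_2_ KO DCs. None of the alternatives set before the data were examined closed this gap, and neither did the settings without a threshold on the fold change, with 2111 genes from limma and 2146 from DESeq2, which were chosen after seeing the values.

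The share of downregulated genes that were downregulated only in cPLA_2_ WT DCs is about 34% in Fig. 6b, read by eye, against 58.4% here. Of the alternatives set before the data were examined, counting genes whose interaction had an adjusted p under 0.05 with a smaller change in cPLA_2_ KO DCs gave 28.3% and fell within 1.5 times of the paper's value, and the others did not. The settings without a threshold on the fold change, chosen after seeing the values, gave 40.3% with limma and 38.9% with DESeq2.

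The paper counts 103 genes with the expression pattern of *Ccr7*, against 415 here. None of the alternatives set before the data were examined closed the gap. The nearest was a fold change of at least 1.5 in both directions, with 167 genes.

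Statements of direction also differed. In Fig. 6c *Ccr7* is lower in LPS-treated cPLA_2_ KO than in LPS-treated cPLA_2_ WT DCs, whereas the libraries labelled LPS cPLA_2_ KO had 1.03 times the count of those labelled LPS cPLA_2_ WT. Without LPS cPLA_2_ KO replicate 1 it was 0.998 times. The paper states that *Actr2* follows the pattern of *Ccr7* and shows *Ifi205* with it in Fig. 6d. The decreases of *Actr2* (-0.07) and *Ifi205* (-0.14) in confined cPLA_2_ KO DCs were not past the threshold here. *Actr2* passed it with TMM scaling and with the same total per library, and *Ifi205* passed it only without nonconfined cPLA_2_ KO replicate 3. The paper states that the pathway of Fig. 7e is induced only by LPS. Of the genes that Fig. 7e shows, the 5 that could be tested also increased with confinement in cPLA_2_ WT DCs. Their changes were 1.62 to 7.92 on the log2 scale and smaller than with LPS. The paper's statement goes with a pathway analysis of genes that differ between confined and LPS-treated DCs. That analysis was not repeated, so the single genes do not test it. The paper states lower levels of the genes for MHC class II and for CD80 and CD86 in confined than in LPS-treated DCs. *H2-DMa* was higher in confined cells by 0.42, and *Cd80* differed by -0.02. In LPS cPLA_2_ WT replicate 2, whose donor genes follow its label, *Cd80* was at 10003 and above all confined cPLA_2_ WT libraries. It was at 7970 and 8807 in LPS cPLA_2_ WT replicates 1 and 3. The difference from the paper for *Cd80* therefore depends on the labels of the LPS libraries.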

Other observations

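The tests of the split between up- and downregulated genes and those of the libraries labelled LPS were chosen only after the results were seen.

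Technical explanations for the large number of genes changed by confinement in cPLA_2_ WT DCs, 3400 in all, were weighed against an effect of confinement. Genomic DNA or other background in the confined libraries would raise the reads on 1416 olfactory and vomeronasal receptor genes. As a share of all reads in ppm, these took 6.86 in confined cPLA_2_ WT and 7.03 in nonconfined cPLA_2_ WT libraries, and 7.32 in confined cPLA_2_ KO against 6.88 in nonconfined cPLA_2_ KO libraries, which argues against it. Scaling was tested with each library set to the same total, under which 3759 genes were called, so the size of the response does not come from the scaling. By the limits set for this test, the number of downregulated genes (2141 in place of 1362) and the split between directions did move. The excess of upregulated genes (59.9%) may come from the scaling, since 43.0% of the called genes were upregulated with the same total. TMM scaling kept the excess, at 56.4%. A loss or gain of neutrophils alone would move their abundant genes together, but the 5 most abundant ranged from -1.04 to 0.93 in cPLA_2_ WT DCs. Only *Lcn2* rose, and LPS raised it as well, by 2.29. The others fell, by changes of -1.04 to -0.09, a range wider than their standard errors of up to 0.113. Of the 22 neutrophil genes tested, 18 were lower. The values argue against neutrophils as the only cause of these changes, while a partial loss of neutrophils stays open. The 5 most abundant macrophage genes stayed between -0.15 and 0.19, so a change in macrophages does not account for the calls. Of the 10 splits of 3 libraries against 3 for each comparison, 1 gave as many genes as the real labels, namely the real split itself, for confinement in cPLA_2_ WT, confinement in cPLA_2_ KO, cPLA_2_ KO against cPLA_2_ WT in nonconfined and in confined cells, LPS in cPLA_2_ WT, LPS in cPLA_2_ KO and confined against LPS-treated cPLA_2_ WT DCs. The largest number in any other split was 1 gene. A design of 3 against 3 cannot give a share under 0.1. Confinement itself stays the open biological explanation for the number of genes, as a hypothesis.

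Between the libraries labelled LPS cPLA_2_ KO and LPS cPLA_2_ WT, 0 genes were called and 890 were at an unadjusted p under 0.05. With 0 genes for the real labels, 10 of the 10 splits reach that number by construction, so the splits show nothing here. The largest other split gave 79 genes. The deposited labels give a genotype to each LPS library, and genes that part the genotypes elsewhere were used to look at the donors. In nonconfined and confined cells, 6 Y chromosome genes and 28 autosomal genes with an absolute log2 fold change above 2 in both treatments separated every cPLA_2_ KO from every cPLA_2_ WT library in the same direction. Genes with smaller differences, such as *Epx*, *Scd1* and *Pla2g4a*, are not among them. All 6 Y chromosome genes and 26 of the autosomal genes were higher and 2 were lower in cPLA_2_ KO libraries. Many of the autosomal genes lie close together on chromosome 6, from 67873340 to 70717538, and need not be independent of each other. Whether such genes part the donors or the kinds of cells in the cultures was not tested. Donors as labelled would give the same separation in the LPS libraries, but *Ddx3y* was at 1271 in LPS cPLA_2_ WT replicate 1, which argues against it. On a log2 scale set for each gene so that the mean of the nonconfined and confined libraries is 0 for cPLA_2_ WT and 1 for cPLA_2_ KO, the medians of the 28 autosomal genes were 1.05, 0.0064 and 0.849 in LPS cPLA_2_ WT replicates 1, 2 and 3 and at 0.0587, 1.05 and 0.764 in LPS cPLA_2_ KO replicates 1, 2 and 3. *Epx* was at 10640, 5535 and 8046 in the former and at 5455, 10123 and 8367 in the latter. The response of *Ptgs2* to LPS did not vary in this way, with 75469, 74967 and 75273 in the former and 72803, 71446 and 72030 in the latter. Other genes raised by LPS did vary, with lower levels where the donor genes were high. *Il12b* was at 167007, 228621 and 188481 in the former and at 217969, 163396 and 184727 in the latter. *Tnfsf4* was at 2517, 4296 and 3361 in the former and at 4157, 2350 and 3214 in the latter. Residual correlations across the labels were 0.641 for LPS cPLA_2_ WT replicate 2 with LPS cPLA_2_ KO replicate 1. They were 0.467 for LPS cPLA_2_ WT replicate 1 with LPS cPLA_2_ KO replicate 2, and -0.0589 for replicate 3 of both labels. The fit had no term for donors, so variation between donors was part of its error. No fit matched on donors was made.

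Several explanations for the lack of calls and for the levels of the donor genes were tested. The spread between LPS libraries being too wide to show an effect of the genotype would leave the genes higher in nonconfined cPLA_2_ KO DCs higher in the libraries labelled LPS cPLA_2_ KO as well. The 152 such genes had a median difference of 1.61 in nonconfined and 0.46 in confined cells but of 0.033 between the LPS labels. These genes can differ by donor as well as by genotype, and the donor genes were high in libraries of both LPS labels. The test therefore cannot decide whether the spread hides an effect of the genotype. Donors that differ between the LPS replicates of a label would give a wide range of donor genes within a label. *Ddx3y* ranged over 1470 normalized counts among the libraries labelled LPS cPLA_2_ KO, against 107 in nonconfined and 116 in confined cPLA_2_ KO libraries, so this fits what was found, and it is consistent with the larger coefficient of variation of the LPS groups. An exchange of genotype labels between whole libraries is a further candidate explanation. It would leave each LPS library at the level of cPLA_2_ WT or of cPLA_2_ KO donors. The libraries of replicate 3, with medians of the autosomal genes of 0.849 at most and 0.764 at least, lie between the nonconfined and confined cPLA_2_ WT libraries (at most 0.0264) and cPLA_2_ KO libraries (at least 0.978), which argues against an exchange as the cause for replicate 3. Material of mixed donors stays open for it. In replicate 2 the donor genes followed the labels, with medians of 0.0064 in LPS cPLA_2_ WT and 1.05 in LPS cPLA_2_ KO, so no exchange is needed there. In replicate 1 they were reversed, at 1.05 and 0.0587. An exchange in replicate 1 would lower *Pla2g4a* in the library with the donor genes of the cPLA_2_ KO cells. *Pla2g4a* was at 1005, 969 and 967 in the libraries labelled LPS cPLA_2_ WT. It was at 1065, 1032 and 1028 in those labelled LPS cPLA_2_ KO, a log2 fold change of 0.087. Whether *Pla2g4a* differs between genotypes under LPS is not known. For replicate 1, an exchange of labels and pools of donors that differ from the other groups therefore cannot be told apart. The absence of calls between the LPS labels depends on labels that the donor genes bear out only in replicate 2, and on a fit without a donor term. A lack of effect of cPLA_2_ on the response to LPS stays open as the biological explanation.

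As a share of all reads in ppm, the receptor genes took 12.6 in the libraries labelled LPS cPLA_2_ WT and 13.8 in those labelled LPS cPLA_2_ KO, more than in nonconfined or confined libraries. No explanation was tested.

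The remaining gene lists gave the following medians. For confinement in cPLA_2_ WT DCs these were 2.32 for NF-kB targets, 0.79 for interferon-stimulated genes outside Fig. 6d, 0.43 for migratory or mature DC genes, -0.65 for neutrophil genes, -0.88 for cell division genes and -1.04 for mast cell and basophil genes. For confinement in cPLA_2_ KO DCs they were 0.59 for NF-kB targets, -1.04 for interferon-stimulated genes, -0.33 for migratory or mature DC genes, -0.33 for heat shock genes, -0.49 for cell division genes and -1.02 for mast cell and basophil genes. With LPS in cPLA_2_ WT DCs they were 3.21 for NF-kB targets, 2.00 for interferon-stimulated genes, 1.89 for migratory or mature DC genes, 1.72 for low-oxygen genes and -1.34 for cell division genes. For confined against LPS-treated cPLA_2_ WT DCs they were 0.40 for cell division genes, -0.47 for cholesterol synthesis genes, -0.62 for heat shock genes, -0.91 for mast cell and basophil genes, -1.04 for neutrophil genes, -1.06 for NF-kB targets, -1.17 for low-oxygen genes, -1.20 for interferon-stimulated genes and -1.57 for migratory or mature DC genes. These directions held under TMM scaling and with the same total per library. With an estimated correlation, some of these lists were no longer called. For confinement in cPLA_2_ WT DCs these were the cell division genes (adjusted p = 0.153), the mast cell and basophil genes (0.0614) and the migratory or mature DC genes (0.202). For confinement in cPLA_2_ KO DCs they were the cell division genes (0.217), the heat shock genes (0.338) and the migratory or mature DC genes (0.0656). With LPS in cPLA_2_ WT DCs they were the cell division genes (0.13) and the low-oxygen genes (0.202), and for confined against LPS-treated cPLA_2_ WT DCs the cell division genes (0.326), the heat shock genes (0.0614) and the low-oxygen genes (0.326). The Y chromosome genes had medians of 5.01 with LPS in cPLA_2_ WT DCs and -5.30 for confined against LPS-treated cPLA_2_ WT DCs. Camera called the macrophage genes and the 4 Y chromosome genes in none of the 5 comparisons. Its adjusted p-values were at least 0.206 for the Y chromosome genes and at least 0.339 for the macrophage genes. Under fry alone, adjusted p-values were at most 0.00798 for the macrophage genes in all 5 comparisons. For the Y chromosome genes fry gave 0.0286 with LPS in cPLA_2_ WT DCs and 0.0237 for confined against LPS-treated cPLA_2_ WT DCs. In the other comparisons it gave at least 0.92. The eosinophil genes, a list made after seeing the data, had a median of -2.11 for confinement in cPLA_2_ WT and of 1.33 for cPLA_2_ KO against cPLA_2_ WT in nonconfined cells.

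The paper infers transcription factor activity from target genes. The mRNA of some of these factors was lower in confined than in LPS-treated cPLA_2_ WT DCs for *Irf1* (-0.62) and *Stat5a* (-1.01). *Stat3* did not differ (-0.10, adjusted p = 0.283) and was higher in confined cells with the same total per library (0.19). Of the 26 interferon-stimulated genes of Fig. 6d, 25 were lower in confined than in LPS-treated cPLA_2_ WT DCs, and *Stat4* was higher by 0.59. *Il10* was at 1493 ± 56.6 normalized counts (SD, n = 3) in confined and 2100 ± 56.9 (SD, n = 3) in LPS-treated cPLA_2_ WT DCs.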
